# Separable roles for RNAi in regulation of transposable elements and viability in the fission yeast *Schizosaccharomyces japonicus*

**DOI:** 10.1371/journal.pgen.1010100

**Published:** 2022-02-28

**Authors:** Elliott Chapman, Francesca Taglini, Elizabeth H. Bayne

## Abstract

RNA interference (RNAi) is a conserved mechanism of small RNA-mediated genome regulation commonly involved in suppression of transposable elements (TEs) through both post-transcriptional silencing, and transcriptional repression via heterochromatin assembly. The fission yeast *Schizosaccharomyces pombe* has been extensively utilised as a model for studying RNAi pathways. However, this species is somewhat atypical in that TEs are not major targets of RNAi, and instead small RNAs correspond primarily to non-coding pericentromeric repeat sequences, reflecting a specialised role for the pathway in promoting heterochromatin assembly in these regions. In contrast, in the related fission yeast *Schizosaccharomyces japonicus*, sequenced small RNAs correspond primarily to TEs. This suggests there may be fundamental differences in the operation of RNAi pathways in these two related species. To investigate these differences, we probed RNAi function in *S*. *japonicus*. Unexpectedly, and in contrast to *S*. *pombe*, we found that RNAi is essential in this species. Moreover, viability of RNAi mutants can be rescued by mutations implicated in enhancing RNAi-independent heterochromatin propagation. These rescued strains retain heterochromatic marks on TE sequences, but exhibit derepression of TEs at the post-transcriptional level. Our findings indicate that *S*. *japonicus* retains the ancestral role of RNAi in facilitating suppression of TEs via both post-transcriptional silencing and heterochromatin assembly, with specifically the heterochromatin pathway being essential for viability, likely due to a function in genome maintenance. The specialised role of RNAi in heterochromatin assembly in *S*. *pombe* appears to be a derived state that emerged after the divergence of *S*. *japonicus*.

## Author summary

The chromosomes of many species are populated by repetitive transposable elements that are able to “jump” throughout the genome. The consequences of these mobilisations can be catastrophic, resulting in disruption of genes or chromosomal rearrangements, thus organisms usually employ defence mechanisms to keep these elements inactivated. The most widespread of these systems is RNA interference, which utilises small RNA molecules to direct either packaging of transposable element DNA into repressive heterochromatin, or degradation of RNA transcripts. Many fundamental discoveries about RNAi function have been made in the model fission yeast *Schizosaccharomyces pombe*; however, this species is unusual as it does not generally employ RNAi to control its transposable elements. We found that in a lesser studied relative, *Schizosaccharomyces japonicus*, small RNAs are required to silence transposable elements, and that this silencing occurs via both formation of heterochromatin and degradation of transcripts. This dual function RNAi pathway targeting transposable elements that appear to cluster at centromeres is very similar to systems seen in complex multicellular organisms, thus our findings reveal *S*. *japonicus* to be an exciting emergent model in which to study RNAi and centromere function.

## Introduction

RNA interference is believed to have evolved as an ancient defence mechanism against invasive genetic elements such as viruses and TEs [1]. While canonical RNAi pathways operate via small RNA-guided post-transcriptional silencing of target RNAs, in some cases small RNAs can also direct chromatin modification to enact transcriptional repression [2]. Unusually, in the fission yeast *S*. *pombe*, such chromatin-level regulation appears to be the dominant function of RNAi, with the majority of small RNAs corresponding to specialised pericentromeric repeat sequences that are assembled into heterochromatin in an RNAi-dependent manner. Non-coding pericentromeric transcripts are processed by the Dicer nuclease Dcr1 to generate short interfering (si)RNAs that guide the Argonaute effector protein Ago1 to complementary nascent RNAs [3–6]. This promotes recruitment of the histone methyltransferase Clr4 [7,8], resulting in methylation of lysine 9 on histone H3 (H3K9me) and heterochromatin assembly at cognate chromatin [2,9,10]. Loss of pericentromeric heterochromatin impairs centromere function and hence strains lacking core RNAi components such as Dcr1 or Ago1, while viable, exhibit defects in chromosome segregation [11–13].

While the *S*. *pombe* RNAi system has become a paradigm for small RNA-directed chromatin modification, it appears atypical of RNAi pathways in general as it retains limited capacity for canonical post-transcriptional silencing [14–16], and plays a largely redundant role in TE control [17–20]. *S*. *pombe* harbours only two closely related TE families, Tf1 and Tf2, belonging to the group of long terminal repeat (LTR) retrotransposons that includes the Ty3 element of *Saccharomyces cerevisiae* and the Gypsy element of *Drosophila melanogaster* [21]. Tf element-derived sequences make up around 1% of the sequenced *S*. *pombe* genome, and most of these are LTR remnants, with only 13 full-length copies of Tf2 and none of Tf1 [22]. These elements are dispersed throughout euchromatic regions of the genome, and are regulated by a specialised pathway involving CENP-B-like proteins that bind specific DNA sequences in LTRs and repress transcription [23–25]. TE transcripts are also subject to elimination by the exosome, and only in certain conditions, such as when exosome-mediated degradation is impaired, are TE transcripts strongly targeted by RNAi generating siRNAs that direct heterochromatin assembly at TE sequences [20].

*S*. *japonicus* is another member of the fission yeast clade, estimated to have diverged from *S*. *pombe* around 220 million years ago [23]. Recent comparative analyses have revealed notable differences in genome organisation between the two species; in particular, *S*. *japonicus* appears to lack the specialised pericentromeric repeat sequences found in *S*. *pombe*, but has a larger complement of retrotransposons (comprising at least 2% of the genome) that appear to cluster at putative centromeric and telomeric loci [23,26]. The assemblies of these regions are incomplete, however eleven distinct families have been identified thus far, named Tj1 –Tj11. These all belong to the Ty3/Gypsy family, but show much greater diversity than elements in *S*. *pombe*, falling into two major lineages, one (including Tj1, Tj4 and Tj6) related to Tf1/2 and the other (including Tj2, Tj3 Tj5, Tj7, Tj8 Tj9 Tj10 and Tj11) related to Ty3. Moreover, it appears there must also be key differences in mechanisms of retrotransposon regulation, since the CENP-B-like pathway that is active in *S*. *pombe* is absent in *S*. *japonicus* [23,27]. Interestingly however, retrotransposons in *S*. *japonicus* give rise to abundant siRNAs [23], and are enriched for heterochromatin-associated H3K9 methylation [23,26], suggesting that, in contrast to *S*. *pombe*, TE regulation may represent a major function of RNAi in *S*. *japonicus*.

In order to investigate functional divergence in RNAi pathways within the fission yeast clade, we set out to dissect the role of RNAi in *S*. *japonicus*. Unexpectedly, we were generally unable to recover viable deletion mutants for RNAi factors, indicating that unlike in *S*. *pombe*, RNAi is essential for viability in *S*. *japonicus*. However, two viable *dcr1*^*+*^ deletion strains were recovered, and analysis of these revealed that viability was linked to compensatory mutations promoting maintenance of H3K9 methylation independently of RNAi. While high levels of H3K9 methylation were maintained over retrotransposon loci in these strains, retrotransposons were nevertheless deregulated at the post-transcriptional level. Our findings reveal that *S*. *japonicus* retains the ancestral role of RNAi in regulating retrotransposons, and that the pathway serves dual functions: heterochromatin assembly over retrotransposons that is essential for viability, and post-transcriptional silencing of these elements that is dispensable.

## Results

To investigate RNAi function in *S*. *japonicus* we began by attempting to construct strains bearing deletions of genes encoding core RNAi factors including the sole Dicer and Argonaute proteins, Dcr1 and Ago1. We also attempted to delete genes encoding homologues of other factors critical for RNAi in *S*. *pombe* including Rdp1, Stc1, Chp1, Arb1 and Arb2. Unexpectedly, with the exception of rare *dcr1*^*+*^ mutant isolates (see below), we were unable to recover deletion mutants for any of these factors (Figs 1A and S1). We were also unable to recover strains deleted for the H3K9 methyltransferase Clr4. This was in contrast to deletion of genes known to not be required for the maintenance of heterochromatin (*pku70*^*+*^, *pku80*^*+*^ *and tri1*^*+*^) [28], which could be achieved with high efficiency (S1 Fig). Integration of epitope tags at RNAi gene loci could also be achieved with similar high efficiency (S1 Fig), indicating that failure to recover RNAi deletion mutants does not reflect an intrinsic problem in targeting these loci. Rather, these observations suggest that, unlike in *S*. *pombe*, a functional RNAi pathway is essential for viability in *S*. *japonicus*. To verify this conclusion, we tested whether an RNAi gene could be deleted following genomic insertion of a second copy of the gene at an ectopic locus. Whereas we were unable to delete the *ago1*^*+*^ gene in wild-type cells, deletions of endogenous *ago1*^*+*^ were readily recovered in the presence of an ectopic copy of the gene that maintained Ago1 function (Fig 1A). Similar results were obtained for *dcr1*^*+*^ and *clr4*^*+*^. These findings strongly suggest that, in contrast to *S*. *pombe*, a functional RNAi pathway is usually required for cell viability in *S*. *japonicus*.

**Fig 1:**
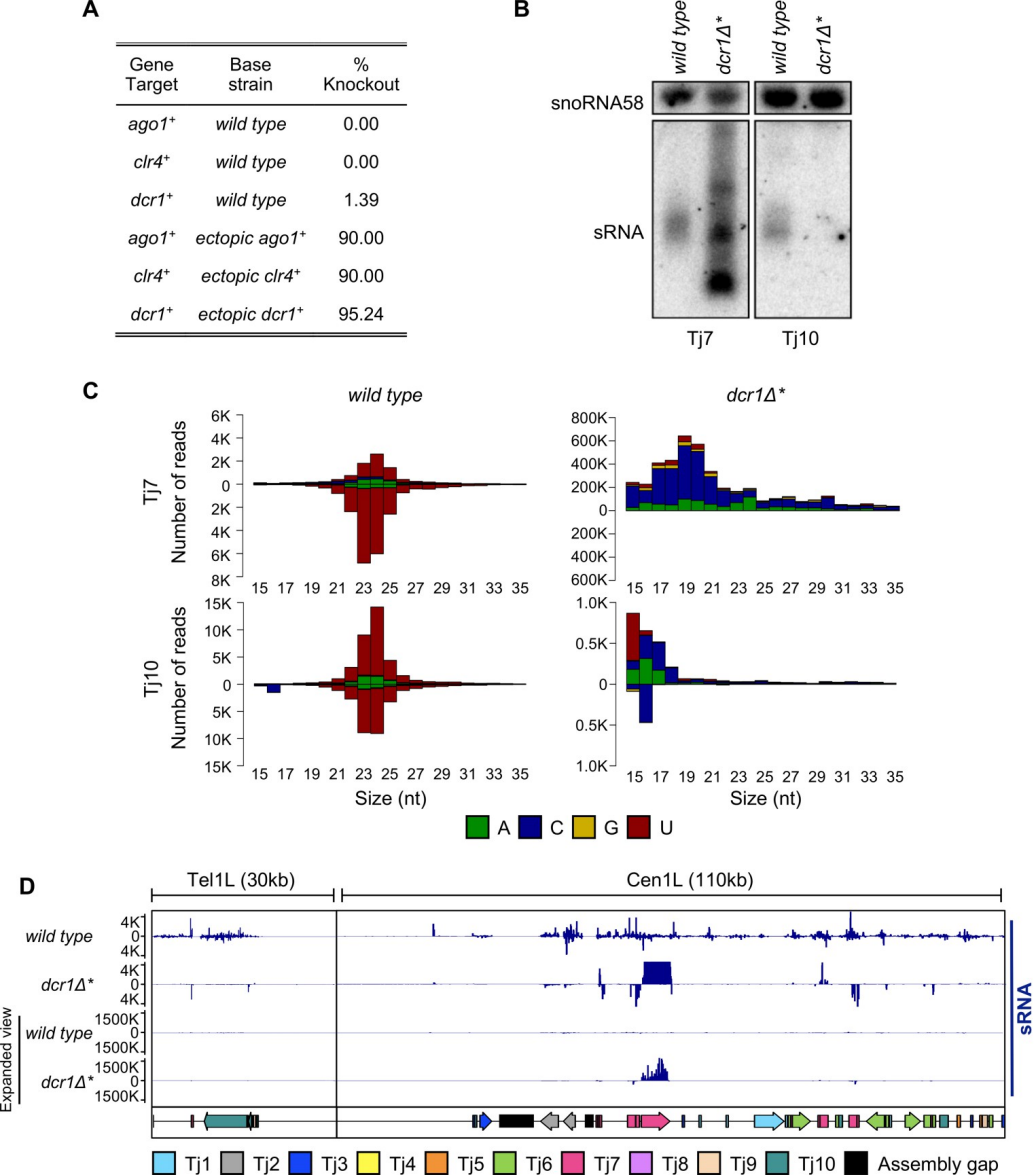
A functional RNAi pathway is required for viability in *S*. *japonicus*. **(A)** Knockout recovery rates of core RNAi and heterochromatin factors in wild-type and ectopic expression backgrounds. **(B)** Northern blot analysis of small RNA species isolated from wild-type and dcr1Δ* strains, probed with ^32^P end-labelled oligonucleotides, antisense to the indicated retrotransposon or snoRNA58 loading control. **(C)** Size profile, strand bias and 5’ nucleotide preference of small RNA species that map to indicated retrotransposons, isolated from wild-type and dcr1Δ* strains. RNAs derived from the sense strand are plotted above the axis, whilst RNAs derived from the antisense strand are plotted below. **(D)** Genome view of mapped small RNA species at two retrotransposon-rich loci, in wild-type and dcr1Δ* backgrounds. Note differing scale in the expanded view tracks. The positions of individual transposable elements are indicated by coloured arrows below the data track.

After extensive screening, we were able to recover two viable isolates bearing deletions of the *dcr1*^*+*^ gene (hereafter denoted as dcr1∆* and dcr1∆^*†*^ to indicate that these strains constitute rare survivors that may have acquired secondary mutations). The phenotypes of the two strains were indistinguishable, and for clarity we focus on results for the dcr1∆* strain (data for the *dcr1∆*^*†*^ strain are shown in S10 Fig). Northern blot analysis indicated that retrotransposon-derived small RNA populations were lost or altered in the deletion strains, consistent with the loss of function of Dcr1 (Figs 1B and S2). This was further confirmed by small RNA-seq analysis, which revealed that populations of predominantly 23–24 nucleotide long siRNAs mapping to all ten families of Tj retrotransposon in wild-type cells were lost in the dcr1∆* mutant (Figs 1C and S3). For some families of Tj element such as Tj7, discrete populations of small RNAs were detectable in the dcr1∆* strain; however, these did not have the characteristic size distribution or 5’U bias associated with bona fide siRNAs (Figs 1C and S3) [29,30]. Moreover, whereas siRNAs are typically derived from both strands, these Dcr1-independent small RNAs corresponded almost exclusively to the sense strand of the retrotransposons, suggesting they are generated via an alternative RNA processing pathway (Fig 1C and 1D).

We reasoned that the increase in abundance of these alternative, sense-derived small RNA species in the dcr1∆* mutant cells may reflect elevated retrotransposon mRNA levels. 

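Polyadenylated RNA from wild-type and dcr1Δ* cells grown at 32 °C was sequenced in 3 libraries of each strain, prepared with the TruSeq stranded mRNA kit and read paired-end. The authors trimmed the reads, aligned them to the SJ5 assembly with STAR and counted them with featureCounts, which split a read that mapped to several places into fractions. They then compared dcr1Δ* with wild-type cells in edgeR. The values used here come from the authors' deposited table of that comparison, which holds 5152 loci. Of these, 266 are loci of the retrotransposon families Tj1 to Tj10 and 4886 are other genes. Each locus has a log2 fold change of dcr1Δ* over wild-type, an average log2 CPM (logCPM, from counts scaled to library size) over the 6 libraries, an F statistic, a p-value and a false discovery rate. The table holds no values per library, so no spread between replicates can be given. The total count of each library is unknown for the same reason. Loci without reads stand at 0.0628 CPM, which corresponds to an average library of about 31800000 counts if edgeR's default prior count of 2 was used. On that assumption, 3 counts divided by the library size are 0.0942 CPM, and 181 TE loci were at or under this level in wild-type cells. The averages already hold the prior count, so on their scale this level stands for fewer than 3 reads. It is called 3 counts here. A stricter level could take in more loci and would make the lower bounds on folds smaller. A CPM for each strain was derived from the average and the fold change, taking the average as the mean of both strains. This is an approximation. Because of the split reads, loci of a family share counts and are not independent of each other. A locus is called upregulated here when its p-value is under 0.05 and its log2 fold change is over 1, the lines drawn in Fig 2B, and downregulated when its log2 fold change is under −1 at the same p-value. These calls and the fold thresholds tried beside them were chosen before the data were examined, although after the paper's S1 Table had been read, and so were the tests except where stated. The files pair no gene names with locus tags, so the transcript of dcr1 itself was not analysed here.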

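The 266 TE loci had a median log2 fold change of 5.60 in dcr1Δ* over wild-type cells. Their values ran from −2.68 to 9.71. Of the 266 loci, 239 had a positive value, 15 a negative value and 12 had no reads and no change. In 10000 random lists of 266 other genes, matched on logCPM in 10 bins, the median lay between 0.22 and 0.79. In 3 of the bins the other genes were too few and were drawn with replacement. The alternative that moved the median most kept only the loci with a logCPM of at least 2, whose median was 7.70. Because logCPM averages both strains, this limit favours TE loci that rose. Another, added after the data were examined, set the 157 loci at or under 3 counts in wild-type cells to their lower bound and left out the 24 loci at or under 3 counts in both strains, and the median of the other 242 loci was then 3.99. Of the 13 full-length elements, 12 were upregulated, with log2 fold changes from 4.89 to 8.29. In the authors' deposited table the remaining full-length element, Tj4-1 on supercont5.8 from 1033 to 10907, had a log2 fold change of 0.02 (p = 0.984, edgeR). Its derived levels were 0.118 CPM in wild-type and 0.119 CPM in dcr1Δ* cells. These are not far above the level of loci without reads, so its fold is uncertain. The largest log2 fold change in the authors' deposited table was that of a partial Tj3 element on supercont5.1 from 1860552 to 1861017, at 9.71 (FDR = 1.61e-05, edgeR). Its wild-type level was under 3 counts, so its transcripts were at least 40.4-fold higher in dcr1Δ* cells.

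The position of each TE locus was taken from the coordinates in the paper's S2 Table. A cluster was defined as 5 or more elements linked by gaps of at most 50 kb on a contig. The 228 TE loci in clusters had a median log2 fold change of 5.73 and the 38 others one of 3.99, a difference of 1.74 (two-sided permutation test, p = 0.0156). With solo LTRs left out the difference was 0.86 (p = 0.24, permutation test). On supercont5.1 to supercont5.3 only, a limit added after the data were examined, it was 6.08 (p = 0.00018, permutation test). There, 11 of the 12 loci outside clusters were solo LTRs. The rest of the 38 lie on smaller contigs that hold too few elements to form a cluster. Elements can lie close together on those contigs, so these loci need not be isolated. On supercont5.1 to supercont5.3, a cluster was called an end cluster if it lay within 1 kb of a contig end and internal otherwise. The files do not mark centromeres or telomeres. Contig lengths were not used, and the end of a contig was taken as the end of its last annotated gene or element. A cluster that holds this element, as on supercont5.1 and supercont5.2, is therefore an end cluster by construction. Internal and end clusters were compared after their values had been seen. In the internal clusters, 58 of 72 TE loci were upregulated, with a median log2 fold change of 7.08. In the end clusters, 31 of 44 were upregulated, with a median of 4.28. The difference of 2.80 between these medians gave p = 0.00075 in a two-sided permutation test, adjusted to 0.001 by the Benjamini-Hochberg method over 4 comparisons of positions and element types. This test treats loci as independent, though 40 of the 72 internal loci lie in a single cluster. Families were unevenly placed as well. Most Tj6 and Tj7 loci in these clusters were internal, and the Tj4 loci in them were at ends. The p-value therefore does not separate position from family. With lower bounds for loci at or under 3 counts, the medians of internal and end clusters were 6.29 and 3.18. On the same contigs 12 TE loci lay in no cluster, of which 11 were solo LTRs. Of these 12, 3 were upregulated and the median was 0.23. On the smaller contigs 109 of 138 TE loci were upregulated, with a median of 5.35. Internal clusters held 70.3% of the derived TE transcripts of dcr1Δ* cells, end clusters 3.61% and the smaller contigs 26.1%. Of the 9155 CPM of the internal clusters, 5823 CPM fell on a partial Tj7 element on supercont5.1 from 1800740 to 1805493. The paper reports a gain of Tj7 copies in dcr1Δ* cells, at places that are not known. Reads from such copies are counted on the copies in the assembly, so these shares need not show where the transcripts arise.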

Consistent with this, RNA-seq analysis revealed increased accumulation of transcripts corresponding to centromere and telomere-clustered retrotransposons in dcr1∆* compared to wild-type cells (Fig 2A). Indeed, TEs were found to constitute the majority of upregulated loci in dcr1∆* cells (Fig 2B). 

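At the thresholds of Fig 2B, 470 loci were upregulated in the authors' deposited table, of which 201 were TE loci and 269 other genes. The TE share was 42.8% (Wilson 95% interval, 38.4% to 47.3%). The interval covers counting error only. With FDR in place of the p-value it was 42.7%, from 195 of 457 loci. The share depended most on the fold threshold. At a log2 fold change over 2, TEs made up 198 of 293 upregulated loci, or 67.6% (62.0% to 72.7%). Over 3 they made up 192 of 236 (81.4%), and over 5 they made up 149 of 163 (91.4%). Without a fold threshold, at an FDR under 0.05, the share was 13.1% of 1491 loci.

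Seen from the other side, 75.6% of all TE loci were upregulated against 5.51% of other genes. This is an odds ratio of 53.1 (two-sided Fisher's exact test, p = 1.36e-168), which treats loci that share reads as independent. Among loci with a logCPM of at least 2, all 70 TE loci and 161 of 4603 other genes were upregulated. Because logCPM averages both strains, a TE locus that is low in wild-type cells passes this limit only if it rose. The limit is therefore not an independent check. No TE locus was downregulated. The log2 fold change was negative at 15 TE loci, and 0 of these had an unadjusted p-value under 0.05. At the 181 TE loci at or under the level called 3 counts in wild-type cells, a fall could hardly have been detected.

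**Figure D1:**
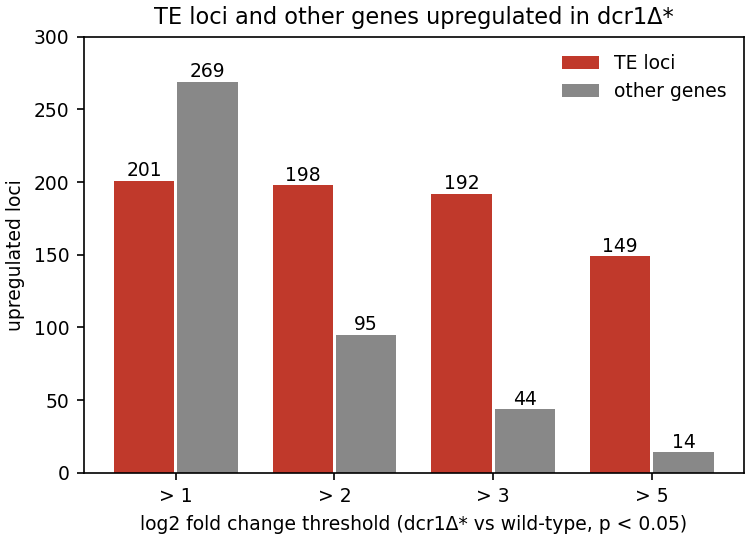
Number of loci upregulated in dcr1Δ* over wild-type cells (y axis) at 4 thresholds on the log2 fold change (x axis), each with a p-value under 0.05. Red bars are TE loci and grey bars other genes, and TE loci fall from 201 to 149 while other genes fall from 269 to 14.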

Increased retrotransposon expression was also confirmed by RT-qPCR, with Tj7 showing the highest levels of transcript accumulation (Figs 2C and S4A). These observations indicate that, in contrast to *S*. *pombe* [18,19], Dcr1 plays a major role in regulating TE expression in *S*. *japonicus*.

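By family, the RNA-seq medians ran from a log2 fold change of 1.30 for the 13 Tj4 loci to 7.26 for the 51 Tj9 loci. Tj7 followed at 7.02 (22 loci, 18 upregulated) and Tj6 at 6.93 (27 loci, 24 upregulated). The medians were 6.56 for Tj8, 6.07 for Tj3, 5.61 for Tj1, 5.08 for Tj2, 4.14 for Tj5 and 3.97 for Tj10. The families differed (Kruskal-Wallis H = 60.3, permutation test of the family labels, p = 1e-05, the smallest value that 100000 permutations can give). The order at the top changed with the measure. With the derived CPM summed over each family, the log2 ratio was highest for Tj7, at 8.74, followed by Tj6 at 8.45 and Tj8 at 8.07. With lower bounds for loci at or under 3 counts in wild-type cells, the highest medians were 5.94 for Tj6, 5.85 for Tj9 and 5.81 for Tj7. Tj4 had the lowest value by each of these measures, and 4 of its loci were upregulated.

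Tj7 accounted for 62.2% of the derived TE transcripts in dcr1Δ* cells, Tj6 for 15.3% and Tj9 for 9.20%. In the paper's copy-number qPCR, Tj7 had a mean fold of 11.1 in dcr1Δ* over wild-type cells. The share and folds of Tj7, and totals that include Tj7, hold this gain and are not per copy. Most of the Tj7 signal fell on a partial element on supercont5.1 from 1800740 to 1805493. In the authors' deposited table this element had a log2 fold change of 8.82 and a logCPM of 11.51 (FDR = 0.000257, edgeR). Its derived level rose from 12.8 to 5823 CPM. All TE loci together held 0.653% of the counts of an average library. The derived shares were 0.00616% in wild-type and 1.37% in dcr1Δ* cells, a 223-fold difference. With genes that overlap elements counted as TEs, the wild-type share was 0.0156% and the difference 90.5-fold.

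Element types differed as well. Of 190 partial elements, 161 were upregulated (median log2 fold change, 6.14), against 28 of 63 solo LTRs (median, 2.17). The difference of 3.97 gave p = 1e-05 in a two-sided permutation test (adjusted p = 2e-05), the smallest value possible. Among loci with a logCPM of at least 0 it was 1.35 (p = 0.00141, permutation test). From the higher TE transcript levels in RNA-seq and RT-qPCR of dcr1Δ* cells, the paper concludes that Dcr1 has a major role in TE regulation in this species.

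**Figure D2:**
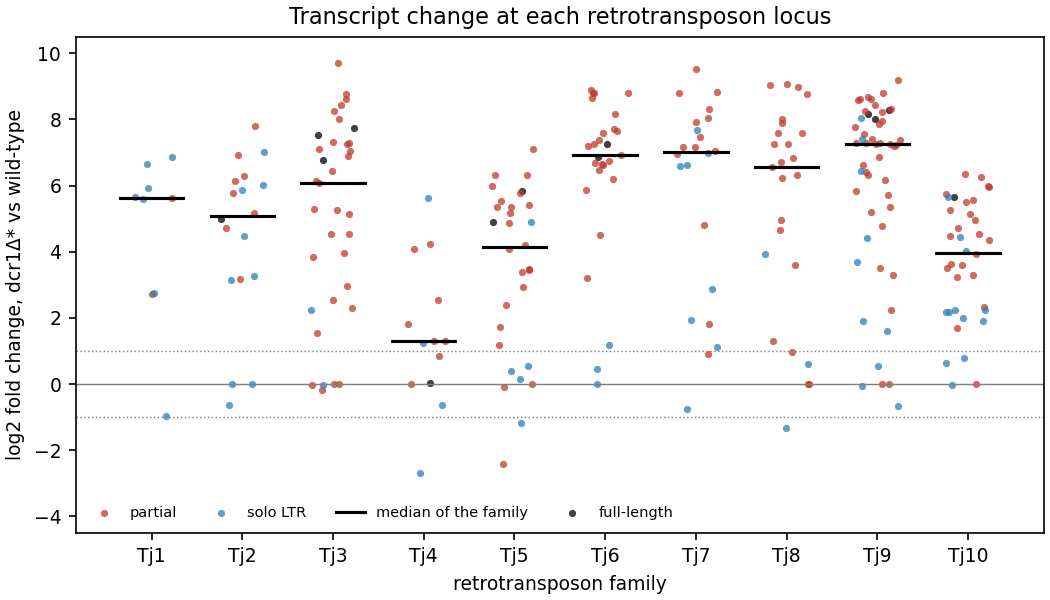
Log2 fold change of dcr1Δ* over wild-type cells (y axis) for each of the 266 TE loci, by family (x axis). Points are loci, coloured by element type, black lines are family medians, and dotted lines mark 1 and −1, with the medians of 9 families between 3.97 and 7.26 and that of Tj4 at 1.30.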

**Fig 2:**
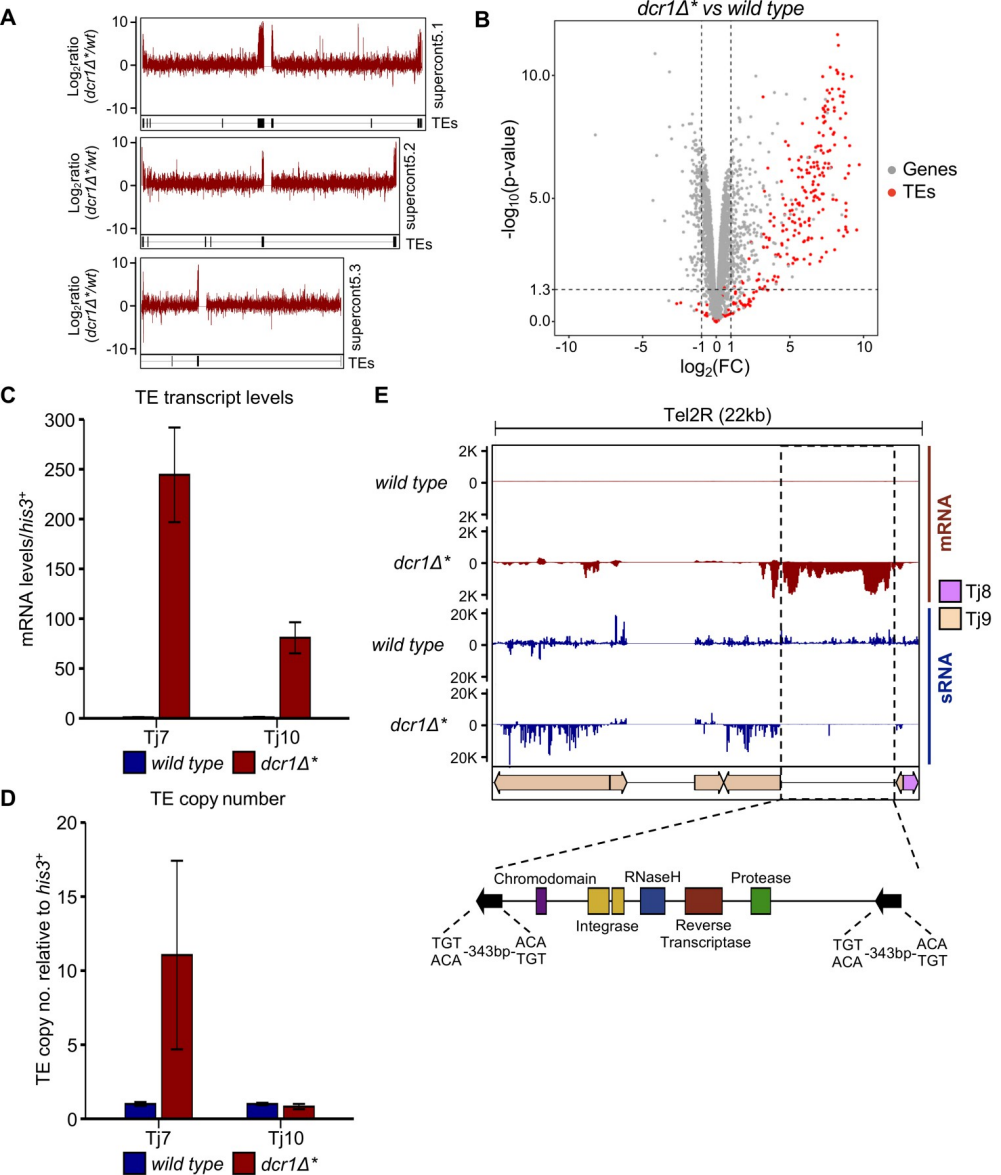
Rare *dcr1Δ* survivors exhibit activation of transposable elements. **(A)** Ratio of mapped RNA-Seq reads in dcr1Δ* vs wild-type cells for the three main chromosomal contigs of the SJ5 annotation. TE locations are indicated by black bars underneath each data track. **(B)** Volcano plot of differentially expressed genes from RNA-Seq in dcr1Δ* vs wild-type cells. Differentially expressed retrotransposons are indicated in red, with all other genes in grey. Dotted lines indicate a–log10(p-value) of ~1.3 (equivalent to p = 0.05) and -1 > Log2FC > 1 (indicating a 2-fold change in expression in mutant vs wild-type). **(C)** RT-qPCR analysis of retrotransposon transcript levels, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates. **(D)** qPCR analysis of retrotransposon copy number, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates. **(E)** Example of a novel TE locus discovered from analysis of siRNA and mRNA-seq data. Regions that displayed loss of small RNAs and gain of mRNA signal in the dcr1Δ* mutant vs wild-type were searched for known retrotransposon protein motifs using the NCBI domain search tool. These sequences were then searched against the rest of the SJ5 genome sequence using BLAST to identify the location of other TE copies. The positions of individual transposable elements are indicated by coloured arrows below the data track.

To assess whether the increased retrotransposon expression is also associated with increased transposition, we assessed element copy number by qPCR in dcr1∆* versus wild-type, parental cells. Nine out of ten retrotransposon families showed no increase in copy number in dcr1∆* cells, suggesting that despite increased mRNA levels, these elements are not competent for transposition. On the other hand, Tj7, which showed the highest levels of transcript accumulation in the absence of functional Dcr1, increased in copy number by approximately 10-fold (Figs 2D and S4B). Coupled with the observation that Tj7 was the source of the vast majority of Dcr1-independent small RNAs in dcr1∆* cells, (Fig 1B and 1C), this suggests that these alternative small RNA species may be associated with the retrotransposition process. Indeed, it is known that in the reverse transcription step of the mobilisation cycle, copying of single-stranded RNA into DNA is followed by RNase H-mediated cleavage of the RNA in the resulting DNA-RNA heteroduplex [31]. There is also evidence to suggest that RNase H cleavage sites are selected based on nucleotide preference within a defined sequence window [32–34]. Thus the observed Tj7-derived Dcr1-independent small RNA species are most likely RNase H cleavage products.

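Among the 4886 genes outside the Tj1 to Tj10 families, 269 were upregulated and 152 downregulated in dcr1Δ* cells. The upregulated genes had a median log2 fold change of 1.61 and a median logCPM of 2.79. The downregulated genes were more highly expressed, with a median logCPM of 6.52, and their median log2 fold change was −1.31. The counts depended most on the fold threshold. Beyond a log2 fold change of 2, 95 genes rose and 17 fell. With an FDR under 0.05 and no fold threshold, 1296 rose and 1296 fell, and their median sizes of change were 0.47 and 0.46. Of these, 79.8% of the genes that rose (Wilson 95% interval, 77.5% to 81.9%) and 88.4% of those that fell (86.6% to 90.1%) changed by less than 1 on the log2 scale. The FDR recomputed by the Benjamini-Hochberg method from the p-values gave the same 2787 calls at 0.05, TE loci included. The paper's S1 Table lists these 2787 loci, 1491 as upregulated and 1296 as downregulated. The median log2 fold change of all other genes was 0.01. By contig, for genes with a logCPM over 2, it was −0.0018 on supercont5.1, 0.01 on supercont5.2 and −0.02 on supercont5.3.

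Contigs were assigned to genes from the order of their positions in the RefSeq annotation of SJ5, which placed 4869 of the 4886 genes. The files do not pair the locus tags with gene names. In the authors' deposited table, SJAG_16458 on supercont5.2 from 3830986 to 3831504 rose most among these genes, with a log2 fold change of 8.53 (FDR = 0.000342, edgeR). It lies wholly within Tj3 and Tj9 elements, and its transcripts were at least 16.8-fold higher in dcr1Δ* cells. In the authors' deposited table the next, SJAG_06639 on supercont5.5 from 39495 to 39935, had a log2 fold change of 7.92 (FDR = 9.9e-05, edgeR). A Tj11 element covers 88.2% of this gene and a Tj5 element 11.3%. The largest fall in the authors' deposited table was that of SJAG_05105 on supercont5.6 from 42442 to 51120, with a log2 fold change of −8.21 (FDR = 2.12e-06, edgeR). Its derived level was 3.53 CPM in wild-type cells and under 3 counts in dcr1Δ* cells, at least 37.4-fold lower. The authors' deposited table gives a log2 fold change of −4.30 for SJAG_05182 on supercont5.1 from 3840010 to 3841580 (FDR = 0.000137, edgeR), which fell from a derived 451 to 22.9 CPM.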

The RNA-seq analysis also revealed a number of genes up- and down-regulated in dcr1∆* cells (S1 Table). However, Gene Ontology analysis did not reveal any particular pathway enrichment amongst these genes, nor any other factors implicated in TE regulation. Interestingly, we also noted a number of previously unannotated genomic loci associated with increased transcript and decreased siRNA levels in the dcr1∆* cells, a signature otherwise characteristic of retrotransposon sequences. Indeed, analysis of these regions using the NCBI Conserved Domain Search tool [35] revealed that these loci largely comprised sequences encoding retrotransposon-specific protein domains (an example locus is shown in Fig 2E). Multiple-sequence alignment of these regions allowed us to identify 10 new retrotransposon families, that we have named Tj12 to Tj21 (S2 Table). 

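Tj12 to Tj21 elements are not among the loci of the authors' deposited table, so their transcripts were examined through annotated genes that overlap them. The new families have 114 elements in S2 Table, and Tj11 has 16. Elements of Tj11 to Tj21 covered at least 50% of 6 genes, and all 6 were upregulated. Their log2 fold changes ran from 2.02 to 7.92, with a median of 6.79. Of the other 4863 genes with a position, 253 were upregulated (two-sided Fisher's exact test, p = 2.14e-08). The elements were found in part from raised transcripts in dcr1Δ* cells, so the test is not independent of how they were chosen. For Tj12 to Tj21 alone, 4 genes were covered and all 4 were upregulated (Fisher's exact test, p = 7.83e-06). With any overlap with Tj11 to Tj21 counted, 7 of 9 genes were upregulated.

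The partial elements behind these 4 genes are Tj17_partial_retrotransposon-2.1, Tj12_partial_retrotransposon-2.2, Tj18_partial_retrotransposon-2.3 and Tj18_partial_retrotransposon-3.1. The gene in the Tj17 element, on supercont5.2 from 1064956 to 1066431, was the most highly expressed of them in wild-type cells, at a derived 64.2 CPM, and rose to 261 CPM. The genes in both Tj18 elements also overlap Tj8 elements in part. These Tj8 loci had no reads or were under 3 counts in both strains, so their own counts give no sign of Tj8 reads. The paper's text does not state how reads over overlapping annotations were counted, so the genes' reads cannot be assigned to Tj18 alone.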

Phylogenetic analyses indicated that each of the new TEs falls into one of the two existing retrotransposon lineages in *S*. *japonicus* (S5 Fig). The majority of TEs in the *S*. *japonicus* genome are densely clustered in putative centromeric and telomeric regions, and the newly identified retrotransposons tend to reside in windows of previously unannotated sequence within these regions, consistent with *S*. *japonicus* centromeres being composed almost exclusively of retrotransposon-derived sequences.

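S2 Table gives 396 elements of Tj1 to Tj21 on 28 contigs of SJ5. By the definition of a cluster used above, 343 of them (86.6%) lay in 20 clusters. The share was 85.7% for Tj1 to Tj10 (228 of 266, Wilson 95% interval 81.0% to 89.4%) and 88.5% for Tj11 to Tj21 (115 of 130, 81.8% to 92.9%). The long contigs supercont5.1, supercont5.2 and supercont5.3 held 177 elements, of which 159 (89.8%) lay in 8 clusters. These 8 clusters spanned 2.68% of the 11194 kb of the 3 contigs. With the elements of the 3 contigs placed at random positions in 1000 draws, a median of 69 and at most 102 lay in clusters. Of the 8 clusters, 4 were end clusters with 68 elements and 4 were internal with 91 elements. The largest was internal, with 52 elements on supercont5.1 from 1772863 to 1861017, of which 12 belong to Tj11 to Tj21. RNA-seq values exist for the other 40, and 33 of these were upregulated. On these contigs 18 elements lay in no cluster, and 14 of them were solo LTRs. The other 12 clusters, with 184 elements, were on smaller contigs, whose place in the chromosomes the files do not give.

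**Figure D3:**
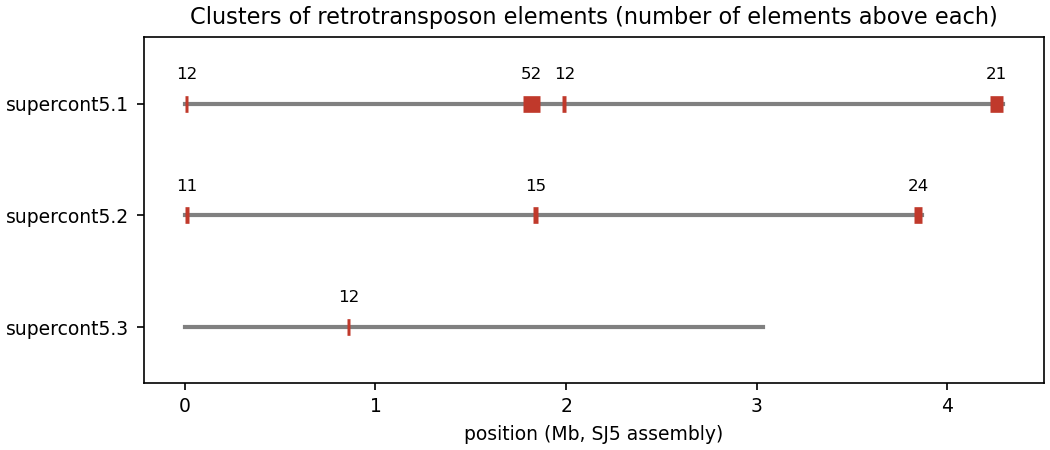
Clusters of retrotransposon elements (red) along the 3 longest SJ5 contigs (grey lines, drawn to the last element), with position in Mb on the x axis and the number of elements above each cluster. Supercont5.1 and supercont5.2 have clusters at both ends, and each of the 3 contigs has at least 1 internal cluster.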

In *S*. *pombe*, the RNAi pathway mediates silencing primarily at the chromatin level, being required for proper maintenance of H3K9 methylation on pericentromeric repeats. To investigate whether silencing of retrotransposons is mediated via a similar mechanism in *S*. *japonicus*, we analysed H3K9 methylation by ChIP-seq. Unexpectedly, we found high levels of H3K9 methylation at retrotransposons in both wild-type and dcr1∆* cells (Figs 3A and S6). This was confirmed by ChIP-qPCR analyses, which showed no significant change in H3K9me2 levels at any retrotransposons in dcr1∆* cells, suggesting that Dcr1 is not required to maintain H3K9me2 at TEs in these cells (Figs 3B and S7A). That H3K9 methylation levels are unaffected in dcr1∆* cells suggests that the observed increase in TE transcript accumulation is not due to loss of heterochromatin-mediated transcriptional silencing. As a complementary approach to verify this, we also assessed RNA polymerase II (PolII) association with retrotransposon loci by RNA PolII ChIP-qPCR, the expectation being that if increased transcript accumulation is due to transcriptional upregulation, this will be associated with increased RNA PolII occupancy. However, consistent with the H3K9me2 ChIP results, we observed no change in RNA PolII occupancy at retrotransposons in dcr1∆* cells (Figs 3C and S7B), indicating that increased transcript accumulation is not a result of increased transcription. Together these observations indicate that the elevated retrotransposons transcript levels observed in dcr1∆* cells must be largely the result of loss of RNAi-mediated post-transcriptional silencing.

**Fig 3:**
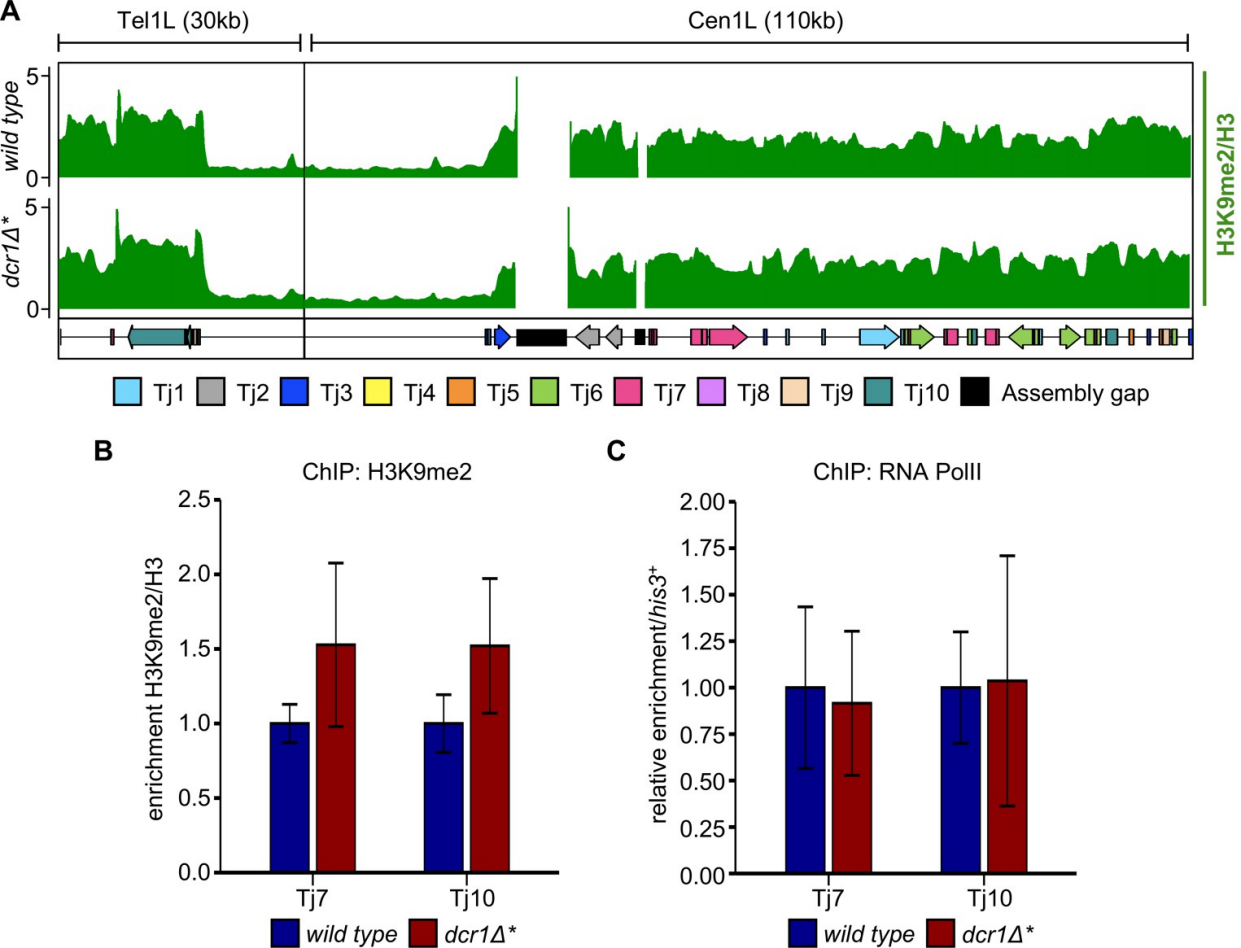
Levels of H3K9 methylation and transcription at retrotransposon loci are unaffected in rare *dcr1Δ* survivors. **(A)** ChIP-seq profile of H3K9me2 across two retrotransposon-rich loci in wild-type and dcr1Δ* cells. Enrichments are given in reads per kilobase million (RPKM) and represent the ratio of input normalised anti-H3K9me2 precipitated chromatin over input normalised anti-H3 precipitated chromatin. The positions of individual transposable elements are indicated by coloured arrows below the data track. **(B)** ChIP-qPCR analysis of H3K9me2/H3 levels at Tj7 and Tj10 retroelements, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates. **(C)** ChIP-qPCR analysis of RNA PolII levels at Tj7 and Tj10 retroelements, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates.

Since RNAi appears to be essential for viability in *S*. *japonicus*, and *dcr1∆* strains were recovered only at very low frequency, we reasoned that some compensatory mutation(s) may be enabling viability in these rare *dcr1∆* isolates. To search for such mutations, we undertook genome-resequencing of the two *dcr1* deletion strains. Sequence analysis revealed only a small number of mutations affecting protein-coding sequences, and from these a single strong candidate mutation was identified in each of the mutant strains. One strain (dcr1∆*) carried a missense mutation (R77W) in the essential gene *mpe1*^*+*^, which encodes the ortholog of budding yeast Mpe1, an E3 ubiquitin ligase that is a component of the cleavage and polyadenylation factor (CPF) complex [36,37] (S8A Fig). This is interesting since recent studies have implicated other components of the CPF complex in RNAi-independent heterochromatin assembly in *S*. *pombe* [38–40]. Hence one possibility is that the R77W mutation creates a gain of function allele of *mpe1*^*+*^ that enhances H3K9 methylation in the absence of Dcr1. The other strain (*dcr1∆*^*†*^) carried a frameshift mutation in the gene encoding Leo1, a component of the RNA polymerase-associated factor (PAF) complex (S8B Fig). The frameshift is predicted to introduce a premature stop codon at position 61, resulting in a severely truncated protein (Fig 4A). This mutation was particularly striking since we and others have recently shown that Leo1 is a negative regulator of heterochromatin that antagonises H3K9 methylation in *S*. *pombe* [41,42]. Thus loss of Leo1 function might be expected to facilitate maintenance of H3K9 methylation in the absence of RNAi.

**Fig 4:**
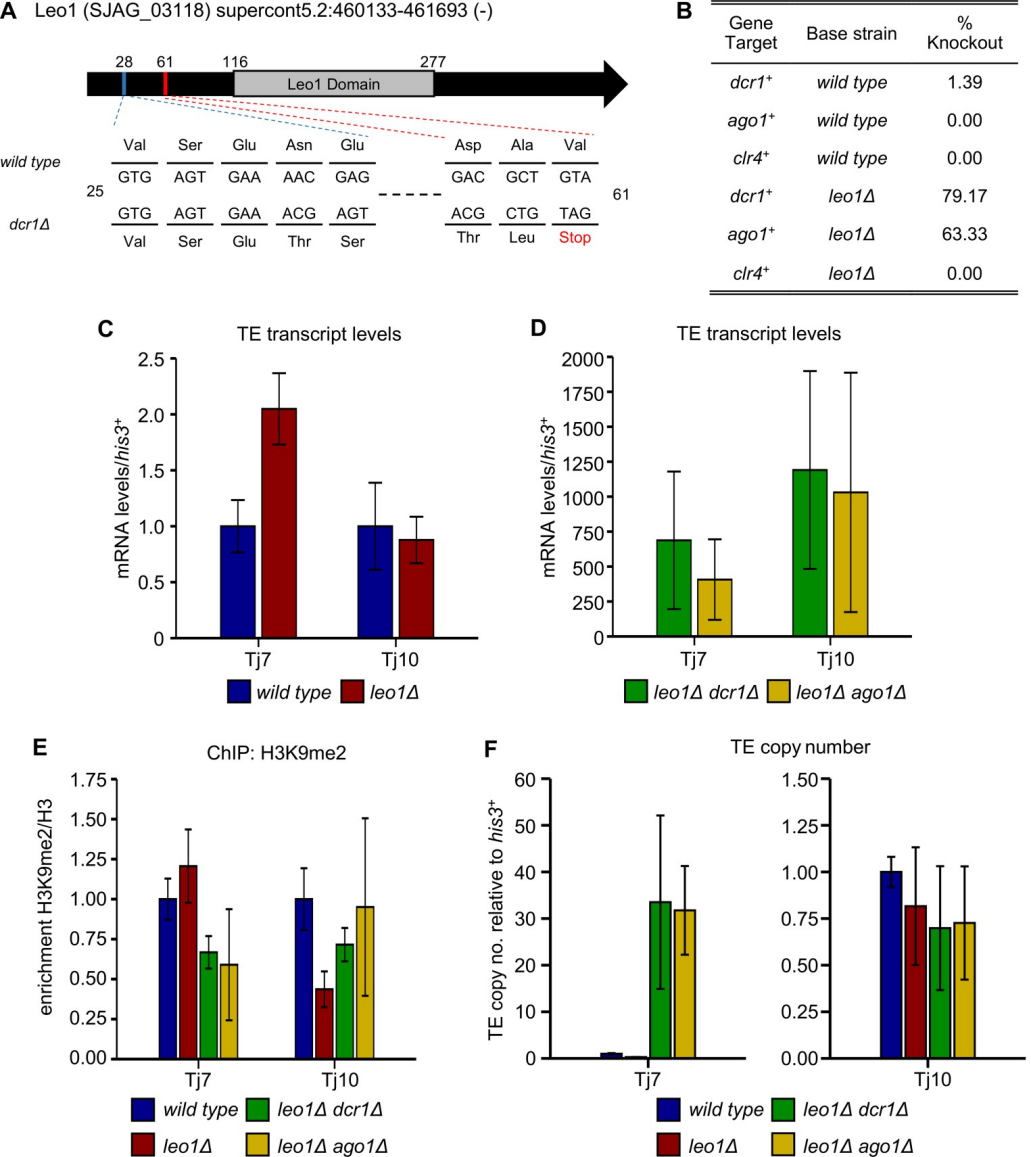
Mutation of the Paf1 complex subunit Leo1 facilitates survival of RNAi mutants. **(A)** Schematic showing the location of the sequenced mutation within Leo1. The single base pair deletion causes a frameshift, which leads to the introduction of a premature stop codon after 61 amino acids. **(B)** Knockout recovery rates of core RNAi and heterochromatin factors in wild-type and *leo1Δ* backgrounds. **(C)** RT-qPCR analysis of retrotransposon transcript levels in wild-type and *leo1Δ* strains, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates. **(D)** RT-qPCR analysis of retrotransposon transcript levels in *leo1Δ dcr1Δ* and *leo1Δ ago1Δ* strains, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates. **(E)** ChIP-qPCR analysis of H3K9me2/H3 levels at Tj7 and Tj10 retroelements, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates. **(F)** qPCR analysis of retrotransposon copy number, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates.

To confirm whether loss of Leo1 function is sufficient to rescue the lethality associated with *dcr1*^*+*^ deletion in *S*. *japonicus*, we generated a new *leo1∆* strain, and then attempted to delete *dcr1*^*+*^ in this background. Strikingly, isolates deleted for *dcr1*^*+*^ could be recovered with high efficiency in the *leo1∆* background (79% positive, Fig 4B). This efficiency was almost as high as when a second copy of *dcr1*^*+*^ was present in the background (95% positive, Fig 1A). Thus absence of Leo1 can largely compensate for loss of Dcr1. To further investigate the mechanism of compensation, we next tested whether *leo1*^*+*^ deletion can also suppress lethality associated with deletion of two other factors: the RNAi component Ago1, or the H3K9 methyltransferase Clr4. Interestingly, *ago1∆* mutants could also be recovered with high efficiency in the *leo1∆* background, suggesting that deletion of Leo1 can compensate for the loss of not just Dcr1, but the RNAi pathway more generally (Figs 4B and S1). In contrast, we were unable to recover *clr4*^*+*^ deletion mutants in the *leo1∆* background. This indicates that compensation is dependent on H3K9 methylation. These observations are consistent with a model whereby lethality in RNAi mutants is associated with loss of H3K9 methylation, and deletion of *leo1*^*+*^ restores viability by maintaining H3K9 methylation independently of RNAi. ChIP-qPCR analyses confirmed that H3K9me2 levels at retrotransposons remain high in *leo1∆ dcr1∆* and *leo1∆ ago1∆* double mutants, similar to wild-type cells (Figs 4E and S9A). In contrast, retrotransposons are still de-regulated in these mutants, as indicated by elevated transposon transcript levels and copy numbers relative to parental cells (Figs 4C, 4D, 4F, S9B and S9C). The double mutant strains also display growth defects relative to wild-type cells that are comparable to those in the original *dcr1∆* survivors (S10A Fig), which may reflect the deleterious effects of increased retrotransposon mobilisation. These findings indicate that RNAi targets retroelements at two distinct levels in *S*. *japonicus*: chromatin regulation through H3K9 methylation, and post-transcriptional regulation independent of H3K9 methylation. The maintenance of H3K9 methylation appears to be essential for viability, whilst post-transcriptional regulation of retroelements does not.

## Discussion

Suppression of TEs is an ancient and conserved role of small RNAs in eukaryotes. However, in the widely studied fission yeast model, *S*. *pombe*, the RNAi pathway has acquired a specialised role in heterochromatin assembly at specific repeat sequences and plays only a minor role in retrotransposon control in normal conditions [17–20]. Our observations now indicate that this specialisation occurred after the divergence from *S*. *japonicus*, the earliest branching member of the fission yeast clade, since an important function for RNAi in repressing active TEs is retained in *S*. *japonicus*. This repression occurs at both the transcriptional level, via deposition of repressive histone marks over retrotransposon sequences, and at the post transcriptional level, via Argonaute-mediated degradation of retrotransposon transcripts. This co-ordinated utilisation of transcriptional and post-transcriptional silencing in TE control is reminiscent of RNAi pathways in multicellular eukaryotes, and also has parallels with piRNA mediated repression of TEs in animals [43,44]. In these cases, whilst transcriptional silencing occurs in the nucleus, post-transcriptional transcript cleavage takes place in the cytoplasm, mediated by distinct Argonaute/PIWI family proteins [44]. As *S*. *japonicus* encodes only a single Argonaute, it will be interesting to investigate whether this protein forms distinct complexes for transcriptional and post-transcriptional repression, and whether these similarly function in discrete subcellular compartments.

Interestingly, we note that different families of TEs display different responses to the loss of RNAi-mediated regulation in *S*. *japonicus*. For example, high levels of RNA accumulation were observed for both Tj7 and Tj10; however, only for Tj7 did this appear to be associated with increased transposition. The reason for this difference is currently unclear: we can find full-length copies of most of the identified TEs including Tj10, so there is no conspicuous reason why Tj10 would be non-functional, and conversely, there are no additional features in the sequence of Tj7 that might account for why this family alone is competent for transposition. A current limitation is that the precise genomic location of the majority of TEs in *S*. *japonicus* remains unknown due to the poor assembly of centromeric and telomeric regions; it is possible that resolving the position and chromatin context of these elements may shed light on the apparent differences in their function/regulation. Related to this, we do not know where in the genome new copies of Tj7 are integrated in the dcr1∆* cells; however, we note that Tj7 contains a chromodomain, a common feature of Ty3 type elements that has been shown to direct their integration into heterochromatic loci [45,46]. We therefore suspect that additional copies of Tj7 will have integrated into existing heterochromatic TE arrays. Also related, the relatively high levels of transcript accumulation for elements such as Tj7 in the dcr1∆* cells are perhaps somewhat surprising given that these elements are nevertheless associated with H3K9 methylation that is expected to repress transcription. However, it is possible that not all copies of these elements are equally enriched for H3K9me2, and some copies are efficiently repressed, while others are expressed (the high level of sequence identity precludes distinguishing between individual elements in the ChIP and expression data). Another, non-mutually exclusive, possibility is that this form of heterochromatin is permissive for transcription (as has been reported for H3K9me2-marked heterochromatin in *S*. *pombe* [47]).

An unexpected finding is that H3K9 methylation is essential for viability in *S*. *japonicus*. In mammals, depletion of RNAi factors Dicer or Ago2 leads to embryonic lethality [48,49], whilst disruption of Suv39h1/h2 (the mammalian homologues of Clr4) severely reduces viability during embryogenesis [50]. However, *S*. *pombe* strains lacking RNAi or heterochromatin factors are viable. It is possible that uncontrolled TE activity may contribute to the lethality associated with loss of H3K9 methylation in *S*. *japonicus*; however, since TE dysregulation is also observed in viable *leo1∆ dcr1∆* cells, we suspect that this may relate more to a critical role for H3K9 methylation in supporting centromere function. In *S*. *pombe*, H3K9 methylation is required for binding of the HP1 protein Swi6 at pericentromeres, which in turn recruits cohesin to mediate tight sister chromatid cohesion and support proper interactions between kinetochores and the mitotic spindle [51–53]. Loss of Swi6 or H3K9 methylation causes loss of centromeric cohesion resulting in elevated rates of chromosome loss associated with increased incidence of lagging chromosomes on late anaphase spindles [51,54,55]. However, presence of lagging chromosomes is also associated with slowed spindle elongation, suggesting that *S*. *pombe* cells possess a mechanism that can sense a lagging chromosome and create extra time for it to reach the pole [56]. The nature of this mechanism is not understood, but if it is absent in *S*. *japonicus*, this could account for the much more severe defects in mutants lacking pericentromeric H3K9 methylation. In addition, while centromeric cohesin is lost in *S*. *pombe* heterochromatin mutants, arm cohesin is unaffected, and it appears that residual arm cohesion can partially compensate for the loss of centromeric cohesion and maintain the fidelity of chromosome segregation at a level compatible with viability [51,57]. Therefore another possibility is that in *S*. *japonicus*, arm cohesion alone may be less effective in supporting accurate chromosome segregation, such that loss of centromeric heterochromatin has more catastrophic effects. Future comparative analyses of the factors underlying the differential sensitivity to loss of heterochromatin in these yeasts may shed further light on the evolution of mechanisms supporting centromere function.

Whilst the centromeric regions in *S*. *pombe* comprise specialised repeat sequences, in *S*. *japonicus* centromeres are defined by arrays of retrotransposon sequence. This is reminiscent of arrangements seen in humans, where centromeres contain both retroviral elements and long-interspersed nuclear elements (LINEs) [58], and plants, where specific centromeric retrotransposons (CRs) have been defined that are targeted by RNAi [59]. Likewise, Drosophila centromeres are TE-rich [60,61], and processing of retrotransposon transcripts into siRNAs is required to maintain pericentromeric heterochromatin [62]. Thus in the utilisation of RNAi as a primary mechanism to regulate TEs, the centromeric clustering of these mobile elements, and their use as a platform for assembly of critical heterochromatin, *S*. *japonicus* has much in common with plants and animals, establishing it as an attractive model in which to study both RNAi and centromere function.

## Materials and methods

### Strains, media, and culture conditions

*S*. *japonicus* strains used in this study are listed in S3 Table. Cells were grown in rich liquid YES media [63], or plated onto rich solid YES or minimal solid PMG media at 32°C unless otherwise stated. Growth assays were performed by plating serial 10-fold dilutions of selected strains onto solid YES media and incubating at 32°C for 4 days.

### Strain construction

As genomic integration of exogenous DNA into *S*. *japonicus* requires long flanking homologies [64], fragments for homologous recombination were either amplified from purpose-built vectors or were constructed using overlap fusion PCR. For the deletion of *ago1*^*+*^, *clr4*^*+*^ and *dcr1*^*+*^, vectors were built by restriction endonuclease cloning, using pFA6a-natMX6 as a backbone (all plasmids used in this study are listed in S4 Table). For the *ago1Δ* and *clr4Δ* constructs, flanking homologies were generated by PCR amplification of a 1kb region upstream of the target gene start codon and a 1kb region downstream of the target gene stop codon, these were then subsequently restriction cloned into pFA6a-natMX6, either side of the natMX6 cassette. For the *dcr1Δ* constructs, the upstream flanking homology was generated in the same way as for *ago1Δ* and *clr4Δ*, whilst two versions of the downstream flanking homology were constructed, both of which delete a portion of the *dcr1*^*+*^ open reading frame without interfering with any genes coded on the opposite strand. The first deletes the initial 108bp of the coding sequence and was named *dcr1Δ*^*dis*^, whilst the second deletes a larger 2520bp portion and was termed *dcr1Δ*^*del*^. These flanking homologies were also restriction cloned into pFA6a-natMX6, either side of the natMX6 cassette. The resulting four vectors: pFA6a-*dcr1Δ*^*dis*^*-*natMX6, pFA6a-*dcr1Δ*^*del*^*-*natMX6, pFA6a-*ago1Δ*-natMX6 and pFA6a-*clr4Δ*-natMX6 were used as templates for PCR. Deletion constructs for *arb1*^*+*^, *arb2*^*+*^, *chp1*^*+*^, *rdp1*^*+*^, *rik1*^*+*^, *stc1*^*+*^, *tri1*^*+*^, *pku70*^*+*^ *and pku80*^*+*^ were constructed using overlap fusion PCR of three fragments generated by PCR amplification of a 1kb region upstream of the target gene start codon, the HindIII *ura4*^*+*^ fragment from *S*. *pombe*, and a 1kb region downstream of the target gene stop codon. For deletion of *leo1*^*+*^ a vector was built using the NEBuilder HiFi kit, whereby a 1kb upstream homology arm, the HindIII *ura4*^*+*^ fragment from *S*. *pombe* and a 1kb downstream homology arm were cloned into a pFA6a backbone. The resulting vector pFA6a-*leo1Δ-ura4* was used as a template for PCR. In order to introduce ectopic gene copies at the *nmt1*^*+*^ locus, an *S*. *japonicus* version of the pREP1 vector was first constructed, whereby the *S*. *pombe nmt1*^*+*^ promoter and terminator were swapped for the corresponding *S*. *japonicus* versions [65]. The open reading frames of *ago1*^*+*^, *clr4*^*+*^ and *dcr1*^*+*^ were subsequently cloned between the *nmt1*^*+*^ promoter and terminator, and the resultant plasmids (pREP1SJ-*ago1*^*+*^, pREP1SJ-*clr4*^*+*^, pREP1SJ-*dcr1*^*+*^) were used as templates for PCR. For C-terminal tagging of *chp1*^*+*^, *rik1*^*+*^ and *stc1*^*+*^, 1kb fragments corresponding to the region immediately upstream of the target gene stop codon, and the region downstream of the target gene 3’UTR, were PCR amplified and cloned into either pSO729 (eGFP) [66] or pFA6a-FLAG-natMX6 (5xFLAG) [67]. The resultant plasmids were linearised with NdeI for pFA6a-FLAG-NatMX6 or XhoI for pSO729 for use as linear transformation fragments. N-terminal tagging of *ago1*^*+*^ was achieved using overlap fusion PCR of three fragments comprising a 1kb region upstream of the *ago1*^*+*^ start codon, the kanMX6-P3nmt1-NFLAG module from pFA6a-kanMX6-P3nmt1-NFLAG [67], and the first 1kb of the *ago1*^*+*^ coding sequence. Transformation of *S*. *japonicus* was performed by electroporation [68], and cells were selected on the appropriate YES + antibiotic or PMG amino acid dropout plates.

### RNA isolation

Total RNA was extracted from 2ml of cells at OD_595_ = 0.8–1.0 using the Masterpure Yeast RNA Purification Kit (Lucigen). Small RNAs were extracted by resuspending 50ml of pelleted cells at OD_595_ = 0.8–1.0 in 50 mM Tris–HCl pH 7.5, 10 mM EDTA pH 8, 100 mM NaCl, 1% SDS, and adding equal volumes of phenol:chloroform 5:1 and acid washed beads. Cells were lysed using a bead beater (Biospec products) for 2 x 2 min at 4°C. The soluble fraction was extracted with phenol/chloroform and long RNAs precipitated with 10% polyethylene glycol 8000 and 0.5 M NaCl on ice for 30 min. The supernatant was recovered and small RNAs precipitated with ethanol overnight at −20°C.

### Northern blot

Northern analysis of small RNAs was performed as described previously [69]. Briefly, RNA samples were run on a 12% polyacrylamide gel, electrophoretically transferred onto Hybond-NX (Amersham) and crosslinked by incubation at 55°C for 2 hours with a 0.16 M carbodiimide, 1-ethyl-3-(3-dimethylaminopropyl) carbodiimide (EDC) solution. Membranes were probed with 5′ end radiolabelled oligonucleotides listed in S5 Table.

### RT-qPCR

For RT-qPCR analysis, 1μg of total RNA was treated with TURBO DNase (Ambion) for 1 hour at 37°C, then reverse transcribed using random hexamers (Roche) and Superscript III reverse transcriptase (Invitrogen) according to the manufacturer’s instructions. cDNA was quantified by qPCR using LightCycler 480 SYBR Green (Roche) and primers listed in S5 Table.

### RNA-seq

Libraries were prepared using Illumina TruSeq stranded mRNA library preparation kit according to manufacturer’s instructions, then pooled and sequenced paired-end on an Illumina HiSeq4000. Bioinformatic analysis was carried out using the Galaxy server [70]. Raw reads were filtered for quality and adapter using Trim Galore! (version 0.4.3.1) [71]. Trimmed reads were then aligned to the *S*. *japonicus* reference genome SJ5 (GCA_000149845.2) using STAR (version 2.7.2b) [72]. Read counts were obtained using featureCounts (version 1.6.4) [73] with settings -M–fraction [74], and differential gene expression then performed using edgeR (version 3.21.1) [75]. For visualisation, bedgraph coverage files were generated using bamCoverage (version 3.3.2.0.0) [76]. Gene Ontology (GO) and KEGG pathway analysis was performed using goseq (version 1.44.0) [77].

### Small RNA-seq

Libraries were prepared using lllumina TruSeq small RNA library preparation kit according to manufacturer’s instructions, then pooled and sequenced single-end on an Illumina HiSeq2500. Bioinformatic analysis was carried out using the Galaxy server [70], Raw reads were filtered for quality and adapter using Trim Galore! (version 0.4.3.1) [71]. Trimmed reads were then aligned to the *S*. *japonicus* reference genome SJ5 (GCA_000149845.2) using bowtie2 (version 2.3.4.3) [78]. For visualisation, bedgraph coverage files were generated using bamCoverage (version 3.3.2.0.0) [76]. Plots detailing the length, strand bias and first nucleotide preference of small RNAs mapping to transposable elements were created using a previously published custom R script [79].

### Annotation of new retrotransposon families

Read coverage tracks for the mRNA-Seq and sRNA-Seq experiments were loaded into IGV alongside the latest SJ5.gff file (Schizosaccharomyces_japonicus. GCA_000149845.2.51.gff3), updated to include the co-ordinates of the retrotransposons Tj1-Tj10, as previously specified [23]. Regions that did not have an annotation but exhibited lost or changed small RNA signals and increased mRNA coverage in the dcr1Δ* mutant were manually identified. The NCBI Conserved Domain Search tool [35] was then used to search these regions for any sequences potentially coding for retrotransposon-associated protein domains (gag, protease, reverse transcriptase, RNase, integrase, chromodomain). Where such domains were found, up- and downstream sequences were searched for direct repeats that could correspond to LTRs, which define retrotransposon borders and would indicate the presence of a full length TE. Any regions larger than 1kb that contained at least one retrotransposon-related protein motif were then searched against rest of the *S*. *japonicus* reference genome SJ5 (GCA_000149845.2) to identify any additional copies. From this analysis, three previously unannotated full length retrotransposons, 79 partial retrotransposons, and 32 solo-LTRs were identified. Alignment of the newly identified reverse transcriptase, RNase H and integrase domain sequences with the corresponding domains from Tj1-10 using Clustal Omega revealed 10 novel retrotransposon families (elements with greater than 95% sequence identity within these domains were considered to be from the same family). We also identified the Tj11 element recently described by the Allshire lab [26]. The co-ordinates of the retrotransposons Tj1-21 are detailed in S2 Table.

### Phylogenetic analysis of retrotransposons

In order to classify the newly discovered retrotransposons, the sequences of the reverse transcriptase, RNase and integrase domains were aligned to the corresponding domains from Tj1-10, as well as *S*. *pombe* Tf1 and Tf2 and *S*. *cerevisiae* Ty3 using ClustalW [80]. IQtree2 [81] was then used to build a single tree based on the three loci, with 1000 ultrafast bootstraps. IQtree2 selected TVM+F+R3 as the best-fitting base substitution model using the Bayesian Information Criterion (BIC). The resulting tree was opened and edited using FigTree [82] to display the bootstrapping values as node labels.

### ChIP-qPCR

50ml of cells per IP were grown in YES to an OD_595_ of 0.8–1.0, and were fixed in 1% formaldehyde for 15 min at room temperature. Cells were lysed in 350μl of 50mM Hepes-KOH pH7.5, 140mM NaCl, 1mM EDTA, 1% (v/v) Triton X-100, 0.1%(w/v) sodium deoxycholate, 1x PMSF, 1x yeast protease inhibitors (Roche) using a bead beater (Biospec products) for 2 x 2 min at 4°C. Sonication was performed using a Bioruptor Twin (Diagenode) for a total of 20 min (30 sec on/30 sec off on ‘high’ power). Samples were pre-cleared using 25μl Protein G Agarose beads, before lysates were incubated overnight at 4°C, with 1μl per IP of anti-H3K9me2 (mAb 5.1.1 [83]), 2μl per IP of anti-H3 (abcam ab1791), or 5μl per IP of anti-PolII (Sigma-Aldrich 8WG16) and 25μl Protein G Agarose beads. Beads were washed with Lysis Buffer, Lysis Buffer with 500 mM NaCl, wash buffer (10 mM Tris-HCl pH 8, 0.25 M LiCl, 0.5% NP-40, 0.5% (w/v) sodium deoxycholate,1 mM EDTA) and TE. Immunoprecipitated DNA was recovered by first boiling with Chelex-100 resin (BioRad) for 12 min, before incubating with Proteinase K (Roche) for 30 min at 55°C with shaking at 1000rpm. Quantification of enrichment was performed by qPCR using LightCycler 480 SYBR Green (Roche) and primers listed in S5 Table. Relative enrichments were calculated as the ratio of product of interest to control product (*his3*^*+*^) in IP over input. In all cases, histograms represent three biological replicates and error bars represent one S.D.

### ChIP-seq

150ml of cells per IP were grown in YES to an OD_595_ of 0.8–1.0 and fixed in 1% formaldehyde for 15 min at room temperature. Cells were lysed in 650μl of 50mM Hepes-KOH pH7.5, 140mM NaCl, 1mM EDTA, 1% (v/v) Triton X-100, 0.1%(w/v) sodium deoxycholate, 1x PMSF, 1x yeast protease inhibitors (Roche) using a bead beater (Biospec products) for 4 x 2 min at 4°C. Sonication was performed in lysis buffer containing 0.2% SDS, using a Bioruptor Twin (Diagenode) for a total of 28 min (30 sec on/30 sec off on ‘high’ power). Samples were pre-cleared using 50μl Protein G Agarose beads, before lysates were incubated overnight at 4°C, with 3μl per IP of anti-H3K9me2 (mAb 5.1.1 [83]) or 6μl per IP of anti-H3 (abcam ab1791) and 75μl Protein G Agarose beads. Beads were washed twice each with Lysis Buffer, Lysis Buffer with 500 mM NaCl, wash buffer (10 mM Tris-HCl pH 8, 0.25 M LiCl, 0.5% NP-40, 0.5% (w/v) sodium deoxycholate,1 mM EDTA) and TE. Immunoprecipitated DNA was recovered by incubating beads with 1x Elution buffer (10mM Tris-HCl pH8.0, 300mM NaCl, 5mM EDTA, 1% SDS) or input sample with 1.5x Elution buffer (15mM Tris-HCl pH8.0, 450mM NaCl, 7.5mM EDTA, 1.5% SDS) at 65°C for at least 6 hours with shaking at 1000rpm. Samples were then treated with RNase A at 37°C for 1 hour, before incubation with Proteinase K at 55°C for 2 hours. Immunoprecipitated DNA was recovered using PCR purification columns (Qiagen). ChIP-Seq libraries were prepared using NEBNext Library Prep Master Mix Set (NEB) according to manufacturer’s instructions, then pooled and sequenced paired-end on an Illumina HiSeq 4000. Bioinformatic analysis was carried out using the Galaxy server [70], Raw reads were filtered for quality and adapters using Trim Galore! (version 0.4.3.1) [71]. Trimmed reads were then aligned to the *S*. *japonicus* reference genome SJ5 (GCA_000149845.2) using bowtie2 (version 2.3.4.3) [78]. bamCompare (version 3.3.2.0.0) [76] was used to compute the ratio of the number of reads between IP and Input samples.

### Genomic DNA isolation

Genomic DNA was extracted from 10ml of cells grown to early stationary phase. Cells were lysed in SPZ buffer (1.2M Sorbitol, 50mM sodium citrate, 50mM Na_2_HPO_4_, 40mM EDTA, 400μg/ml Zymolyase 100T (Amsbio), adjusted to pH 5.6) at 37°C, and genomic DNA extracted by adding 10% SDS/5M KOAc. DNA was precipitated using isopropanol and contaminating RNA removed using RiboShredder RNase Blend (Epicentre). RNase was removed using an equal volume of phenol:chloroform:isoamyl alcohol (25:24:1), and DNA was reprecipitated with ethanol for 10 min at -80°C.

### gDNA-Seq

For sequencing of genomic DNA, libraries were prepared using Illumina Nextera XT DNA Library Prep Kit according to manufacturer’s instructions, then pooled and sequenced paired-end on an Illumina NextSeq550. Bioinformatic analysis was carried out using the Galaxy server [70]. Raw reads were filtered for quality and adapters using Trim Galore! (version 0.4.3.1). SNPs were called using the Snippy package (version 4.5.0) [84] with *S*. *japonicus* SJ5 (GCA_000149845.2) as the reference genome.

## Supporting information

S1 Fig Core RNAi and heterochromatin factors cannot be deleted without the presence of an ectopic gene copy or a suppressor mutation, but they can be epitope tagged. Knockout and tagging rates of targeted genes in the wild-type background, in the presence of an ectopic gene copy, or in a *leo1Δ* background.
(TIF) Click here for additional data file.

S2 Fig Deletion of Dcr1 abolishes siRNA production, however specific transposable elements give rise to alternative small RNA species. Northern blot of small RNA species isolated from wild-type and dcr1Δ* strains, probed with ^32^P end-labelled oligonucleotides, antisense to the indicated retrotransposon or snoRNA58, a loading control.
(TIF) Click here for additional data file.

S3 Fig TE derived small RNA species present in the absence of Dcr1 lack the characteristics of siRNAs. Size profile, strand bias and 5’ nucleotide preference of small RNA species that map to indicated retrotransposons, isolated from wild-type and dcr1Δ* strains. RNAs derived from the sense strand are plotted above the axis, whilst RNAs derived from the antisense strand are plotted below.
(TIF) Click here for additional data file.

S4 Fig Absence of Dcr1 is associated with accumulation of retrotransposon transcript for a majority of TE families, but mobilisation of only Tj7. **(A)** RT-qPCR analysis of retrotransposon transcript levels, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates. Data for Tj7 and Tj10 are the same as in Fig 2C. **(B)** qPCR analysis of retrotransposon copy number, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates. Data for Tj7 and Tj10 are the same as in Fig 2D.
(TIF) Click here for additional data file.

S5 Fig Phylogenetic analysis of newly discovered retrotransposons indicates that these are novel elements that fall into the two existing lineages *of S*. *japonicus* retroelements. For each newly discovered retrotransposon, the sequences of the reverse transcriptase, RNase and integrase domains were aligned to the corresponding domains from Tj1-10, as well as *S*. *pombe* Tf1 and Tf2 and *S*. *cerevisiae* Ty3 using ClustalW (Tj19 was excluded as we could find only partial elements in which these domains were not present). IQtree2 was then used to build a single tree based on the three domains, with 1000 ultrafast bootstraps. IQtree2 selected TVM+F+R3 as the best-fitting base substitution model using the Bayesian Information Criterion (BIC). Node labels indicate bootstrapping values. Scale bar is in units of base substitutions per site. Retrotransposons discovered in this study (Tj12 –Tj21) are highlighted in blue, previously discovered retrotransposons (Tj1 –Tj11) are highlighted in red.
(TIF) Click here for additional data file.

S6 Fig Genome wide H3K9 methylation levels are unaffected in the absence of Dcr1. ChIP-seq profile of H3K9me2 in dcr1Δ* vs wild-type cells for the three main chromosomal contigs of the SJ5 annotation. Enrichments are given in reads per kilobase million (RPKM) and represent the ratio of input normalised anti-H3K9me2 precipitated chromatin over input normalised anti-H3 precipitated chromatin. TE locations are indicated by black bars underneath each data track.
(TIF) Click here for additional data file.

S7 Fig H3K9me2 levels and RNA PolII occupancy at retrotransposons are unchanged in the absence of Dcr1. **(A)** ChIP-qPCR analysis of H3K9me2/H3 levels across retrotransposons, normalised to *his3*^*+*^. Data plotted are the mean ± SD from three replicates. **(B)** ChIP-qPCR analysis of RNA PolII levels across retrotransposons. *his3*^*+*^ is included to illustrate RNA PolII occupancy at a transcribed gene. Data plotted are the mean ± SD from three replicates.
(TIF) Click here for additional data file.

S8 Fig Rare *dcr1Δ* survivors carry potential compensatory mutations that facilitate their survival. **(A)** Table of SNPs within coding regions sequenced from the dcr1Δ* strain. **(B)** Table of SNPs within coding regions sequenced from the *dcr1Δ*^*†*^ strain.
(TIF) Click here for additional data file.

S9 Fig *leo1Δ dcr1Δ and leo1Δ ago1Δ* strains show similar activation of retrotransposons independent of H3K9 methylation. **(A)** ChIP-qPCR analysis of H3K9me2/H3 levels across retrotransposons, normalised to *his3*^*+*^. Data plotted are the mean ± SD from three replicates. **(B)** RT-qPCR analysis of retrotransposon transcript levels, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates. Data for Tj7 and Tj10 are the same as in Fig 4D & 4E. **(C)** qPCR analysis of retrotransposon copy number, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates. Data for Tj7 and Tj10 are the same as in Fig 4F.
(TIF) Click here for additional data file.

S10 Fig The *dcr1Δ*^*†*^ strain exhibits similar growth and molecular phenotypes to the dcr1Δ^*^ strain. **(A)** Growth assay showing the growth phenotypes of the rare *dcr1Δ* survivor strains and the *leo1Δ dcr1Δ* and *leo1Δ ago1Δ* strains, in comparison to wild-type and *leo1Δ* strains. **(B)** RT-qPCR analysis of retrotransposon transcript levels, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates. **(C)** qPCR analysis of retrotransposon copy number, relative to *his3*^*+*^, normalised to wild-type. Data plotted are the mean ± SD from three replicates. **(D)** ChIP-qPCR analysis of H3K9me2/H3 levels across retrotransposons, normalised to wild-type. Data plotted are the mean ± SD from three replicates.
(TIF) Click here for additional data file.

S1 Table List of up- and down- regulated genes in dcr1Δ* vs wild-type cells. (XLSX) Click here for additional data file.

S2 Table Genomic coordinates of the retrotransposon elements Tj1-21. (XLSX) Click here for additional data file.

S3 Table *S*. *japonicus* strains used in this study. (DOCX) Click here for additional data file.

S4 Table Plasmids used in this study. (DOCX) Click here for additional data file.

S5 Table Oligonucleotides used in this study. (DOCX) Click here for additional data file.

S1 Data Underlying numerical data for all graphs. (XLSX) Click here for additional data file.

# Supplementary material for: Separable roles for RNAi in regulation of transposable elements and viability in the fission yeast Schizosaccharomyces japonicus
**Source:** PLoS Genet. 2022 Feb 28;18(2):e1010100. doi: 10.1371/journal.pgen.1010100
**Supplement:** S3 Table

**S3 Table. *S. japonicus* strains used in this study.**

| **Genotype** | **Source** | **Strain Identifier** |
| --- | --- | --- |
| *h^−^ mat-P2028 ura4-D3 ade6(sj)-domE* | Niki Lab [1] | EHB2742 (NIG5384) |
| *h^+^ mat-2017 ura4-D3 ade6(sj)-domE* | Niki Lab [2] | EHB2743 (NIG5386) |
| *h^−^ mat-P2028 dcr1∆** (*dcr1^dis^::natMX6 mpe1^R77W^)*  *ura4-D3 ade6(sj)-domE* | This Study | EHB3054 |
| *h^−^ mat-P2028 dcr1∆^†^* (*dcr1^del^::natMX6 leo1^V61Stop^)*  *ura4-D3 ade6(sj)-domE* | This Study | EHB7518 |
| *h^−^ mat-P2028 tri1::ura4 ura4-D3 ade6(sj)-domE* | This Study | EHB3369 |
| *h^+^ mat-2017 tri1::ura4 ura4-D3 ade6(sj)-domE* | This Study | EHB3371 |
| *h^−^ mat-P2028 pku70::ura4 ura4-D3 ade6(sj)-domE* | This Study | EHB3254 |
| *h^+^ mat-2017 pku70::ura4 ura4-D3 ade6(sj)-domE* | This Study | EHB3256 |
| *h^−^ mat-P2028 pku80::ura4 ura4-D3 ade6(sj)-domE* | This Study | EHB3258 |
| *h^+^ mat-2017 pku80::ura4 ura4-D3 ade6(sj)-domE* | This Study | EHB3260 |
| *h^−^ mat-P2028 nmt1::ago1 ago1::NatMX6 ura4-D3 ade6(sj)-domE* | This Study | EHB4652 |
| *h^+^ mat-2017 nmt1::clr4 clr4::NatMX6 ura4-D3 ade6(sj)-domE* | This Study | EHB4732 |
| *h^+^ mat-2017 nmt1::dcr1 dcr1^dis^::NatMX6 ura4-D3 ade6(sj)-domE* | This Study | EHB5591 |
| *h^+^ mat-2017 nmt1::dcr1 dcr1^del^::NatMX6 ura4-D3 ade6(sj)-domE* | This Study | EHB5597 |
| *h^−^ mat-P2028 kanMX6-P3nmt1-3FLAG-ago1*  *ura4-D3 ade6(sj)-domE* | This Study | EHB4279 |
| *h^+^ mat-2017 kanMX6-P3nmt1-3FLAG-ago1*  *ura4-D3 ade6(sj)-domE* | This Study | EHB4282 |
| *h^+^ mat-2017 chp1-GFP-ura4 ura4-D3*  *ade6(sj)-domE* | This Study | EHB2668 |
| *h^+^ mat-2017 rik1-FLAG-NatMX6 ura4-D3*  *ade6(sj)-domE* | This Study | EHB2666 |
| *h^+^ mat-2017 stc1-GFP-ura4 ura4-D3*  *ade6(sj)-domE* | This Study | EHB2670 |
| *h^+^ mat-2017 leo1::ura4 ura4-D3 ade6(sj)-domE* | This Study | EHB5736 |
| *h^+^ mat-2017 leo1::ura4 dcr1^del^::NatMX6 ura4-D3 ade6(sj)-domE* | This Study | EHB7526 |
| *h^+^ mat-2017 leo1::ura4 ago1::NatMX6 ura4-D3 ade6(sj)-domE* | This Study | EHB7549 |

**References**

1. Furuya K, Niki H. Isolation of heterothallic haploid and auxotrophic mutants of *Schizosaccharomyces japonicus*. Yeast. 2009;26. doi:10.1002/yea.1662

2. Furuya K, Niki H. Construction of diploid zygotes by interallelic complementation of *ade6* in *Schizosaccharomyces japonicus*. Yeast. 2011;28. doi:10.1002/yea.1898

# Supplementary material for: Separable roles for RNAi in regulation of transposable elements and viability in the fission yeast Schizosaccharomyces japonicus
**Source:** PLoS Genet. 2022 Feb 28;18(2):e1010100. doi: 10.1371/journal.pgen.1010100
**Supplement:** S4 Table

**S4 Table. Plasmids used in this study**

| **Plasmid** | **Source** | **Plasmid Identifier** |
| --- | --- | --- |
| pFA6a-natMX6 | Carr Lab [1] | Euroscarf plasmid #P30437 |
| pFA6a-*ago1Δ-natMX6* | This Study | N/A |
| pFA6a-*clr4Δ-natMX6* | This Study | N/A |
| pFA6a-*dcr1Δ^dis^-natMX6* | This Study | N/A |
| pFA6a-*dcr1Δ^del^-natMX6* | This Study | N/A |
| pREP1 | Maundrell Lab [2] | N/A |
| pREP1SJ | This Study | N/A |
| pREP1SJ-*ago1^+^* | This Study | N/A |
| pREP1SJ-*clr4^+^* | This Study | N/A |
| pREP1SJ-*dcr1^+^* | This Study | N/A |
| pSO729 | Oliferenko Lab [3] | N/A |
| pSO729-*chp1^+^*-*GFP-ura4^sj+^* | This Study | N/A |
| pSO729-stc*1^+^*- GFP-*ura4^sj+^* | This Study | N/A |
| pFA6a-5FLAG-*natMX6* | Noguchi Lab [4] | Addgene plasmid #19343 |
| pFA6a-*rik1^+^*-5FLAG-*natMX6* | This Study | N/A |
| pFA6a-*kanMX6*-P3nmt1-3FLAG | Noguchi Lab [4] | Addgene plasmid #19336 |

**References**

1. Hentges P, van Driessche B, Tafforeau L, Vandenhaute J, Carr AM. Three novel antibiotic marker cassettes for gene disruption and marker switching in *Schizosaccharomyces pombe*. Yeast. 2005;22. doi:10.1002/yea.1291

2. Maundrell K. Thiamine-repressible expression vectors pREP and pRIP for fission yeast. Gene. 1993;123. doi:10.1016/0378-1119(93)90551-D

3. Pieper GH, Sprenger S, Teis D, Oliferenko S. ESCRT-III/Vps4 Controls Heterochromatin-Nuclear Envelope Attachments. Developmental Cell. 2020;53. doi:10.1016/j.devcel.2020.01.028

4. Noguchi C, Garabedian M v., Malik M, Noguchi E. A vector system for genomic FLAG epitope-tagging in *Schizosaccharomyces pombe*. Biotechnology Journal. 2008;3. doi:10.1002/biot.200800140

# Supplementary material for: Separable roles for RNAi in regulation of transposable elements and viability in the fission yeast Schizosaccharomyces japonicus
**Source:** PLoS Genet. 2022 Feb 28;18(2):e1010100. doi: 10.1371/journal.pgen.1010100
**Supplement:** S5 Table

**S5 Table. Oligonucleotides used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

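RNA-seq of *S. japonicus* compared 3 wild-type libraries with 3 libraries of the dcr1Δ* strain, which besides the disruption of dcr1 carries a missense mutation in mpe1. All were grown at 32 °C. The paper chose the mpe1 change as its candidate from a small number of coding mutations, and it also reports a gain of Tj7 copies. The genetic changes occur together in this strain, so the comparison is between strains and does not separate them. Libraries were assigned to strains by their titles and strain numbers, which the paper's S3 Table lists.

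The authors trimmed the reads with Trim Galore!, aligned them with STAR to the SJ5 assembly and counted them with featureCounts, with reads that map to several places split into fractions. The authors then tested dcr1Δ* against wild-type with edgeR. The paper's text does not name the low-count filter, the normalization method, the robust option or the strand setting of the counting. In the table the authors deposited, the fold change is on the log2 scale and the average expression is a log2 CPM over all 6 libraries. Its F statistic is a score from the authors' fit. The deposited p-value comes from that F test, and the deposited FDR is that p-value adjusted over the 5152 loci. Recomputing the adjustment gave the same 2787 calls at 0.05, with a largest relative difference of 0.544%, and the CPM of all loci summed to 1.00218e+06. Reads from TE copies that the assembly lacks are counted on the copies it has. Because no values per library were used, no model was refitted, no replicate was left out and no SD is given. Precision is given as 95% Wilson intervals for shares of loci, which cover counting error only.

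Loci whose names begin with Tj were taken as TE loci (266), and their type (full-length, partial or solo LTR) from the name. Counts of upregulated and downregulated loci used a p-value under 0.05 and a log2 fold change beyond 1 in either direction. CPM in each strain was derived from the average CPM and the fold change, with the average taken as the mean of the strains. The level of loci without reads, 0.0628 CPM, gave an average library of about 31800000 counts under an assumed prior count of 2, and the level called 3 counts, 0.0942 CPM. Because the deposited averages hold the prior count, this level stands for fewer than 3 reads on their scale. Where a strain was at or under that level, the fold is given as a lower bound against it. Where both were, no fold is given. The denominator degrees of freedom behind each p-value were recovered from the F statistic and the p-value, where these determine it.

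Positions of elements come from the paper's S2 Table, whose starts were read as counted from 0 because 5 of them are 0, and are given here counted from 1. Gene positions come from the RefSeq annotation of SJ5, which names no contig. Contigs were inferred from runs of rising positions, 6 runs standing for supercont5.1 to supercont5.6. The order was tested by the overlap of genes with Tj1 to Tj10 elements, which was 2193 bases for the order used and between 37643 and 89730 bases for 5 other orders. Of the 4886 other genes, 4869 were placed, 9 were on contigs that were not assigned, and 8 were not matched.

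Shares were compared with Fisher's exact test. Differences in medians, and the Kruskal-Wallis H over families, were tested with 100000 permutations, two-sided for differences. Medians of gene lists were set against 10000 random lists matched on logCPM in 10 bins. Adjustment over related tests used the Benjamini-Hochberg method. The rule for naming genes covered those the paper names, all full-length elements, for each TE family the loci with the highest fold change and the highest expression, and the 5 other genes with the highest and the 5 with the lowest fold change at an FDR under 0.05. No names pair with the locus tags, so the genes the paper names were not looked up, and at most 2 locus tags that rose and 2 that fell are printed. Elements of Tj11 to Tj21 that overlap genes, the Tj4 loci, and the runs of fallen genes were outside this rule and were chosen after their values were seen, as was the comparison of internal with end clusters.

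Alternatives replaced the p-value by the FDR, moved or dropped the fold threshold, left out solo LTRs, counted genes that overlap elements as TEs, counted each family once, set a minimum on logCPM, changed the cluster gap, the overlap and the distance to elements, and summed CPM over families. Lower bounds for loci near 3 counts, the subtraction of the level of loci without reads, the limits to particular contigs or families and the distances to contig ends were added after the data were examined. The small RNA-seq, ChIP and genome sequencing experiments and the Gene Ontology analysis were not analysed here. The tests were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. On simulated data, 100% of 200 changed genes were recovered, and 3.38% of 207 calls were unchanged genes. In 200 simulated comparisons with no effect, 4% had a permutation p-value under 0.05. The simulations used large changes, independent loci and p-values from the distribution that was drawn from. They check the code only. They do not test the authors' fit or the effect of loci that share reads.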

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

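All tests here were chosen after the data were examined and the patterns noticed, the distances to contig ends included, and those of DNA loss at the fallen genes after the values they rest on had been seen. All 3 patterns concern genes that the paper does not discuss, and each was tested on the data it was noticed in. In each, a biological cause in the dcr1Δ* strain, whether from dcr1, from the mpe1 mutation or from other differences between the strains, stays open and untested.

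Genes that overlap an element were left out of this comparison. The other 172 genes within 100 kb of an end of supercont5.1 to supercont5.3 had a median log2 fold change of 0.29 in dcr1Δ* over wild-type cells. Of these, 43 (25.0%) were upregulated and 6 downregulated, against 178 upregulated among 4416 genes more than 200 kb from an end (4.03%). The right end of a contig was taken as the end of its last annotated gene or element. The size of the shift depended on the choice of genes. Within 50 kb of an end the median was 0.36 (56 genes), above the highest median of matched lists, 0.334. Within 200 kb it was 0.09, at percentile 99.91 of the lists, whose highest median was 0.104. Among the 133 end genes with a logCPM of at least 2 it was 0.125, at percentile 99.99, with a highest list of 0.136. Several technical explanations are argued against. For all 172 genes, lists of genes away from the ends with the same logCPM reached a median of at most 0.195, and lists with the same length at most 0.125. Reads shared with TE copies do not account for all of the pattern, because the 138 end genes more than 10 kb from any element had a median of 0.204, above the highest matched list, at 0.193. A gain of DNA across the ends is argued against by the 133 end genes with a logCPM of at least 2, of which 64.7% were within 0.5 of 0. A gain at a single end was not tested separately. The shift was uneven. The median was 3.08 at the right end of supercont5.1 and 0.90 at its left end, and 0.10 at the right end of supercont5.3. A scaling difference between libraries moves all genes alike and the median of all other genes was 0.01. A change in the regulation of genes near contig ends in this strain may remain as a hypothesis.

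Among 151 downregulated genes with a position, 28 pairs were direct neighbours. In 10000 shuffles of the genes along the contigs, a median of 4 and at most 15 pairs were neighbours (one-sided permutation test, p = 0.0001, the smallest value these shuffles can give). Upregulated genes were neighbours in 48 pairs, against at most 31 in shuffles. The longest runs held 4 genes, on supercont5.3 from 1707616 to 1712214 and on supercont5.2 from 3364526 to 3371433. A run of 3 genes on supercont5.3 from 296104 to 301488 had log2 fold changes from −2.27 to −4.04, and a run of 2 on supercont5.1 from 4175178 to 4178021 had −3.03 and −4.15. Loss of DNA is argued against, since all 49 genes in the pairs kept derived levels above 3 counts in dcr1Δ* cells, with a median of 14.6 CPM. Reads shared by overlapping annotations are argued against as the main source, since 4 of the 28 pairs overlap. Transcription that runs from a gene into its neighbour, and shared regulation, were not tested and stay open. A neighbourhood effect on transcript levels could be a hypothesis for further work.

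The gene with the largest fall, SJAG_05105, had a log2 fold change of −8.21 in the authors' deposited table and was at least 37.4-fold lower in dcr1Δ* cells. Loss of its DNA in the dcr1Δ* strain and loss of its expression cannot be told apart. If no dcr1Δ* library held a read, the denominator degrees of freedom of the test could be expected to fall under their full value, and the recovered value was the full one, 8.58. A few reads that map there from elsewhere would give the same value without the gene being present, and values per library, which might decide, were not analysed here.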

How the results depend on the processing

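Beside the values of the 10 families, 63 alternative values were computed, and 49 kept their direction and their side of the threshold, or moved by less than the limit set for them. The TE share of upregulated loci moved with the fold threshold. It was 13.1% with no fold threshold at an FDR under 0.05, and 67.6%, 81.4% and 91.4% at log2 fold changes over 2, 3 and 5. Among loci with a logCPM of at least 0 and of at least 2 it was 35.3% and 30.3%, and with each family counted once 3.24%. The last follows from its construction, since 266 loci become 10. The rest follows from the counts behind the shares. Upregulated other genes numbered 95 and 44 at log2 fold changes over 2 and 3, and 1296 with no fold threshold, and downregulated other genes 17 and 1296. Upregulated TE loci numbered 118 among loci with a logCPM of at least 0, where fewer loci are tested. The enrichment of TE loci among upregulated loci had p-values from 1.96e-240 to 1.75e-53 over the settings for which it was computed, the largest with no fold threshold.

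The difference between TE loci in clusters and other TE loci was 0.86 with solo LTRs left out (permutation test, p = 0.24). On supercont5.1 to supercont5.3 only, a limit added after the data were examined, it was 6.08 (permutation test, p = 0.00018). Its p-value ranged from 0.00018 to 0.24 over its alternatives. The cause was not tested. Of 39 family medians under alternatives, 28 stayed within the interval of the main value and 11 moved, all of them positive and the lowest 0.65. Tj4 has no locus with a logCPM of at least 0 and so no value there. The order of the families at the top was not stable.

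No paired analysis was possible because the deposited table holds no values per library. For the same reason a fit of DESeq2 with its size factors, a fit without a low-count filter, a fit with the replicate number as a block, fits that leave out a replicate, and other splits of the 6 libraries were not run. The depth limits the folds of at least the 181 TE loci at or under the level called 3 counts (0.0942 CPM) in wild-type cells. For 157 of them only a lower bound can be given, which the fitted log2 fold change is not, and for 24, at or under 3 counts in both strains, no fold. For loci of a family, shared reads limit what the number of loci can show.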

Differences from the paper's values

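The paper states that TEs make up most of the upregulated loci. At the thresholds drawn in Fig 2B, the TE share was 42.8%. Of the alternatives set before the data were examined, log2 fold changes over 2, 3 and 5 gave a share above 50%, at 67.6%, 81.4% and 91.4%. The others did not. With the FDR in place of the p-value the share was 42.7%, with genes that overlap elements counted as TEs 45.3%, with solo LTRs left out 39.1%, with a logCPM of at least 0 or 2 it was 35.3% or 30.3%, with no fold threshold 13.1%, and with each family counted once 3.24%.

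The paper states, from RT-qPCR, that Tj7 reached the highest transcript levels of the families. In RNA-seq the highest family median was that of Tj9, at a log2 fold change of 7.26 against 7.02 for Tj7. Tj7 was highest in the log2 ratio of summed CPM, at 8.74, with solo LTRs left out, at 7.33 against 7.29 for Tj9, and in its share of the TE transcripts of dcr1Δ* cells, at 62.2%. Both alternatives were set before the data were examined. None of these values is corrected for the gain of Tj7 copies that the paper reports. With a logCPM of at least 0 the highest median was that of Tj6, at 7.60 against 7.58 for Tj7. With lower bounds, an alternative chosen after the data were examined, it was also that of Tj6, at 5.94.

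In the paper's RT-qPCR values, Tj4 transcripts are lower in dcr1Δ* than in wild-type cells, with a mean fold of 0.40. The RNA-seq median of Tj4 was a log2 fold change of 1.30, and 0.65 with lower bounds. Of its 13 loci, 9 were at or under the level called 3 counts in wild-type cells. The measures are unlike. The RT-qPCR primed total RNA with random hexamers and is relative to a reference gene, while the RNA-seq value is a median over loci in polyadenylated RNA.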

Other observations

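The tests of libraries without reads, of Tj7 copy gain and of large changes in general, and the count of upregulated genes beside elements but away from contig ends, were chosen only after the results had been seen.

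The denominator degrees of freedom recovered from the F statistics and p-values had a full value of 8.58, of which 4 come from the libraries. At a logCPM over 5, 17 of 23 TE loci (73.9%) were more than 0.5 under it, against 245 of 2720 other genes (9.01%, Fisher's exact test, p = 1.68e-13). If the authors' fit was robust, a low value may mark a locus whose libraries varied more than others. A strain whose libraries all lack reads is argued against as the source, since all 17 loci had derived levels above 3 counts in both strains, the lowest at 0.196 CPM in wild-type cells. So is high expression, given the 9.01% of other genes. Copy gain of Tj7 alone is argued against by 15 of the 17 loci lying in other families. Upregulated other genes at this expression had low values in 48 of 74 cases (64.9%; difference from TE loci, Fisher's exact test, p = 0.46), downregulated ones in 35 of 96 (36.5%), and genes with a log2 fold change within 1 of 0 in 6.21%. Large changes of either direction are argued against as the whole source, since genes that rose by 1 to 2 on the log2 scale had low values in 31 of 53 cases and genes that fell by as much in 30 of 86 (two-sided Fisher's exact test, p = 0.00832). Why upregulated loci, TEs or not, have low values more often stays open.

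Of the 13 Tj4 loci, 4 were upregulated, while the full-length element was not. Transcripts that reach these loci from upregulated neighbours of other families could be a source. The 4 loci lay a median of 0.639 kb from such a neighbour and the other 9 a median of 3.91 kb (two-sided exact permutation test, p = 0.462). Single loci went against this source, since an upregulated solo LTR lay 721 kb from any such neighbour, while the full-length element lay 0.12 kb from one and 2 other loci that were not upregulated lay at 0 kb. For solo LTRs, 18 of the 28 that were upregulated lay within 1 kb of an upregulated element that was not a solo LTR, against 17 of the other 35 (Fisher's exact test, p = 0.308). The median log2 fold change was 3.93 for solo LTRs near such an element and 1.57 for those not near, which goes with this source but was not tested. For Tj4, with so few loci, this source and independent expression cannot be told apart. For solo LTRs the shares did not separate them either. No biological explanation was tested.

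Genes within 10 kb of an element but overlapping none (156 genes) had a median log2 fold change 0.16 above that of 4696 other genes (two-sided permutation test, p = 1e-05, the smallest value possible; adjusted p = 2e-05). Of these, 23 (14.7%) were upregulated, against 4.77%. Position near contig ends does not account for all of the shift in the median. Among genes more than 100 kb from an end of supercont5.1 to supercont5.3 the difference was 0.10 (119 genes, permutation test, p = 0.0126). The excess of upregulated genes was not seen away from the ends, where 3.36% of the genes beside elements were upregulated against 4.37% of others (Fisher's exact test, p = 0.819). Position near the ends alone does not give its size, however. Of the other 37 genes beside elements, 19 (51.4%) were upregulated. Among end genes more than 10 kb from any element it was 25 of 138 (18.1%), a contrast that was not tested. Why the median is shifted stays open, and no biological explanation was tested.

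The paper's RT-qPCR folds and the RNA-seq medians were compared across the 10 families, which are not independent replicates. The assays also differ, with randomly primed total RNA in RT-qPCR and polyadenylated RNA in RNA-seq. Spearman's rho was 0.321 (permutation test, p = 0.368) and Pearson's r on the log2 scale 0.589 (permutation test, p = 0.0718). Without the 2 families farthest from the median on the RNA-seq axis, r was 0.372. The log2 ratio of summed CPM in place of the median gave a rho of 0.588 (permutation test, p = 0.0811) and an r of 0.609 (permutation test, p = 0.0643), which was 0.130 without the 2 farthest families. With solo LTRs left out, rho was 0.406 (permutation test, p = 0.246) with an r of 0.641 (permutation test, p = 0.0438), which was 0.238 without the 2 farthest families. The paper's mean RT-qPCR folds were 244 for Tj7, 219 for Tj2, 150 for Tj6 and 80.8 for Tj10, and 8.33 for Tj9.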
